# *NODULE INCEPTION* Recruits the Lateral Root Developmental Program for Symbiotic Nodule Organogenesis in *Medicago truncatula*

**DOI:** 10.1016/j.cub.2019.09.005

**Published:** 2019-11-04

**Authors:** Katharina Schiessl, Jodi L.S. Lilley, Tak Lee, Ioannis Tamvakis, Wouter Kohlen, Paul C. Bailey, Aaron Thomas, Jakub Luptak, Karunakaran Ramakrishnan, Matthew D. Carpenter, Kirankumar S. Mysore, Jiangqi Wen, Sebastian Ahnert, Veronica A. Grieneisen, Giles E.D. Oldroyd

**Keywords:** nitrogen, endosymbiosis, rhizobia, lateral root/nodule organogenesis, NODULE INCEPTION, CYTOKININ RESPONSE FACTOR, LATERAL ORGAN BOUNDARIES DOMAIN, YUCCA, auxin, *Medicago truncatula*

## Abstract

To overcome nitrogen deficiencies in the soil, legumes enter symbioses with rhizobial bacteria that convert atmospheric nitrogen into ammonium. Rhizobia are accommodated as endosymbionts within lateral root organs called nodules that initiate from the inner layers of *Medicago truncatula* roots in response to rhizobial perception. In contrast, lateral roots emerge from predefined founder cells as an adaptive response to environmental stimuli, including water and nutrient availability. *CYTOKININ RESPONSE 1* (*CRE1*)-mediated signaling in the pericycle and in the cortex is necessary and sufficient for nodulation, whereas cytokinin is antagonistic to lateral root development, with *cre1* showing increased lateral root emergence and decreased nodulation. To better understand the relatedness between nodule and lateral root development, we undertook a comparative analysis of these two root developmental programs. Here, we demonstrate that despite differential induction, lateral roots and nodules share overlapping developmental programs, with mutants in *LOB-DOMAIN PROTEIN 16* (*LBD16*) showing equivalent defects in nodule and lateral root initiation. The cytokinin-inducible transcription factor *NODULE INCEPTION* (*NIN*) allows induction of this program during nodulation through activation of *LBD16* that promotes auxin biosynthesis via transcriptional induction of *STYLISH* (*STY*) and *YUCCAs* (*YUC*). We conclude that cytokinin facilitates local auxin accumulation through *NIN* promotion of *LBD16*, which activates a nodule developmental program overlapping with that induced during lateral root initiation.

## Highlights

• Lateral roots and nodules show extensive overlap in organogenesis and transcription
• Nodule and lateral root initiation converges at an auxin maximum and *LBD16*
• Cytokinin promotes auxin biosynthesis via *NIN* and *LBD16* during nodule initiation

## Introduction

Nodules initiate as lateral root organs in response to the perception of rhizobial bacteria at the root surface. Rhizobial nodulation (Nod) factors activate symbiosis signaling in root epidermal cells, which in turn activates cytokinin signaling in the root cortex and pericycle [1, 2, 3, 4]. *CYTOKININ RESPONSE 1* (*CRE1*)-mediated signaling in inner-root tissues leads to the induction of the symbiosis-specific transcription factor *NODULE INCEPTION* (*NIN*), and both *CRE1* and *NIN* are indispensable for nodule initiation [5, 6, 7, 8, 9, 10]. While cytokinin signaling is both necessary and sufficient for the induction of nodules [7, 8], cytokinin suppresses lateral root development [11, 12, 13, 14], with *cre1* mutants showing increased lateral root emergence and decreased nodulation [13, 15].

Nodules and lateral roots initiate from pericycle, endodermal, and inner-cortical cells as a function of local auxin accumulation [16, 17]. Accompanying both lateral root and nodule development is upregulation of auxin-responsive *WOX5* and *PLETHORAs* at the initiation site of both organs [18, 19]. While lateral roots form from founder cells that are proposed to be primed by periodically oscillating auxin maxima, there is no evidence that nodules originate from such predefined founder cells [17, 20, 21]. Rather, the initiation of an auxin maxima during nodulation has been proposed to result from suppression of rootward polar auxin transport below the site of rhizobial recognition as a function of cytokinin recognition by *CRE1* [3, 22, 23, 24]. Pharmacological suppression of auxin transport promotes nodule organogenesis [22, 25], while genetic suppression of auxin transporters blocks nodule organogenesis [26, 27]. This work, together with computational modeling [28], has led to the proposition that symbiotic induction of cytokinin signaling blocks polar auxin transport below the site of rhizobial recognition, leading to a localized auxin maximum that coordinates nodule organogenesis.

These previous studies indicate that a number of parallels can be drawn between nodule and lateral root development, but their modes of initiation differ significantly. In this study, we directly compared lateral root and nodule development with high spatial and temporal resolution to identify the commonalities and differences that underlie their development. We demonstrate that lateral roots and nodules share overlapping developmental programs that converge on the formation and interpretation of an auxin maximum. This is exemplified by our finding that auxin-responsive *LOB-DOMAIN PROTEIN 16* (*LBD16*) is required for formation of both nodule and lateral root primordia. *NIN* and *LBD16* are necessary for cytokinin promotion of the auxin biosynthesis regulators *STYLISH* (*STY*) and *YUCCAs* (*YUC*), suggesting that the recruitment of *NIN* and *LBD16* into a symbiotic response allows cytokinin promotion of a root developmental program during nodulation.

## Results

### Lateral Roots and Nodules Show Extensive Overlap in Development and Transcription

To better understand the commonalities and differences in lateral root and nodule development, we compared their organogenesis and correlated this with changes in gene expression. To initiate lateral roots in *Medicago truncatula*, we turned 2-day-old seedlings 135° to create a bend in the root [29], while nodules were induced with droplets of *Sinorhizobium meliloti* culture applied on the root susceptibility zone (Figures S1A and S1B). For both organs, we observed initial cell-cycle activation 12 h post induction (hpi) using the fluorescently labeled nucleotide analog 5-ethynyl-2-deoxyuridine (EdU). Anticlinal cell divisions initiated at 16 hpi and by 24 hpi primordia of both organs consisted of several cell layers, implying multiple rounds of periclinal cell divisions (Figures 1A and 1B). Lateral root primordia developed consistently faster than nodules, with cone shaped primordia at 48 hpi and fully emerged lateral roots at 72 hpi, whereas nodules developed as flat and concealed primordia up to 72 hpi, with nodule emergence occurring between 120–168 hpi (Figures 1A and 1B).

**Figure 1:**
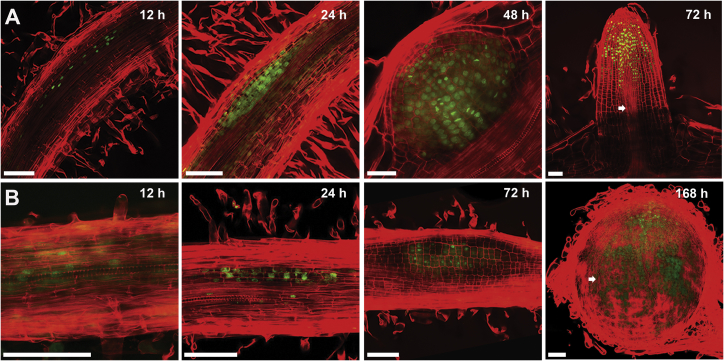
Lateral Roots and Nodules Show Overlapping Development (A and B) (A) Optical sections of lateral roots and (B) nodules hours (h) post induction. Red propidium iodide demarks cell walls and green EdU-labeled nuclei DNA replication. Arrowheads indicate vascular strands that in lateral roots are apparent by 72 hpi compared to nodules at 120–168 hpi. Scale bars:100 μm. See also Figure S1.

To correlate these developmental processes with gene expression changes, we performed RNA sequencing (RNA-seq) on 2- to 3-mm segments of gravitropically stimulated and non-stimulated roots at six time points between 12 and 72 hpi and of *S. meliloti* or mock spot-inoculated roots at 15 time points from 0 to 168 hpi (Figures 2A, and S1D–S1F). This revealed a high overlap in gene expression changes: 74% of upregulated genes and 81% of downregulated genes in lateral root development were similarly responsive in nodulation (Figures 2A, 2B, and S2; Data S1).

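Each RNA-seq library was made from the pooled segments of 1 treatment, time point and replicate. Spot inoculation of wild-type jemalong roots gave 67 mock-inoculated and 67 *S. meliloti*-inoculated libraries, with 4 to 6 per treatment at each of the 15 time points. Gravitropic stimulation, in which roots were turned by 135 degrees, gave 4 libraries of turned and 4 of control roots at each of the 6 time points. The authors mapped the reads to the *M. truncatula* genome (Mt4.0v1) with STAR, counted them on genes with featureCounts and deposited RPKM values. These RPKM values hold 1 added read per gene, and every one of them converts back to a whole number of reads. The reads on genes per library, with the added reads, lay between 7483867 and 21801789 in mock-inoculated roots (median 10388985) and between 6461904 and 16063546 in *S. meliloti*-inoculated roots (median 10067110). They lay between 9735409 and 15938727 in control roots (median 12293929) and between 8217068 and 21381515 in turned roots (median 11864189). The 2 groups of each comparison carry 1 library series in the sample labels. Each library was first divided by its median-of-ratios factor over the genes at 1 RPKM or more in every library of the comparison. The treated and untreated libraries of each time point were then compared with limma (moderated linear models with a mean-variance trend, two-sided, Benjamini-Hochberg adjustment) on log2(RPKM + 0.5), over the genes at 0.5 RPKM or more in as many libraries as the smaller group has. A gene was called differentially expressed at an adjusted p under 0.05 and a fold change over 1.5, which are the thresholds in the paper's methods. Fold changes are on the log2(RPKM + 0.5) scale, which understates the change of genes with low values.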

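No gene of the 25308 tested was called at 0 hpi, where 1640 had an unadjusted p under 0.05. In spot inoculation, 8 genes were called at 2 hpi, 3 at 4 hpi, 11 at 8 hpi, 192 at 10 hpi, 221 at 12 hpi, 229 at 14 hpi, 4148 at 16 hpi and 5066 of the 22716 tested at 24 hpi. The 3 genes at 4 hpi, named after their values were seen, were Medtr1g096310, Medtr3g112460 and Medtr4g129010. Other splits of the same libraries into 2 groups gave up to 168 genes at 2 hpi, 6 at 4 hpi and 125 at 8 hpi. Between 7194 and 11742 genes were called at each time point from 36 to 168 hpi. In turned roots, 112 genes were called at 12 hpi, 330 at 24 hpi, 954 at 36 hpi, 1923 at 48 hpi, 2924 at 60 hpi and 8016 of the 22339 tested at 72 hpi. With 1 library left out at a time, the count lay between 0 and 5 (without *S. meliloti* replicate 1) at 0 hpi of spot inoculation, between 3 (without mock replicate 1) and 20 (without *S. meliloti* replicate 1) at 2 hpi, and between 133 (without *S. meliloti* replicate 2) and 430 (without *S. meliloti* replicate 1) at 12 hpi. In turned roots at 12 hpi it lay between 1 (without turned replicate 1) and 298 (without control replicate 3). Of the genes called at 24 hpi of spot inoculation, 3611 were higher and 1455 lower in inoculated roots. Under quantile normalization these counts were 3031 and 2399, and the median log2 fold change of all genes tested moved from -0.01 to -0.11. Of the genes called at 72 hpi in turned roots, 4769 were higher and 3247 lower. They were 4058 and 4437 under quantile normalization, with the median log2 fold change of all genes moved from -0.02 to -0.13, and 4008 and 4593 without scaling, with the median at -0.15. The count at 24 hpi of spot inoculation was 1988 with a fold change limit of 2 and 10398 with no limit.

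The genes with the highest and lowest log2 fold changes were taken from those called with a mean of at least 1 RPKM and no overlap between the 2 groups. At 24 hpi of spot inoculation, Medtr4g079610 rose from 0.112 ± 0.00308 RPKM (SD, n = 4 libraries), a level with no read in any mock library, to 153 ± 24.5 RPKM (SD, n = 4) and was at least 437-fold higher. Medtr5g011960, with at most 1 read in a mock library, rose from 0.228 ± 0.0992 to 155 ± 14.4 RPKM (SD, n = 4 each) and was at least 274-fold higher. Medtr1g086450 fell from 17.2 ± 9.16 to 4.62 ± 1.61 RPKM (SD, n = 4 each), a log2 fold change of -1.73 (standard error 0.34, adjusted p = 0.00354 from limma). Medtr5g072930 had a log2 fold change of -1.60 (standard error 0.49, adjusted p = 0.0269 from limma) and was no longer called in 6 of its 18 alternatives, over which the adjusted p ran from 0.0148 to 0.0843. These 6 include the fits without mock replicate 2 (adjusted p = 0.0669 from limma), without *S. meliloti* replicate 1 (0.0682) and without *S. meliloti* replicate 2 (0.0746). At 72 hpi in turned roots, Medtr4g029390 rose from 0.176 ± 0.181 to 42.4 ± 10.4 RPKM (SD, n = 4 each; log2 fold change 6.08, standard error 0.23, adjusted p = 1.3e-05 from limma) and Medtr4g108150 from 12.7 ± 17.3 to 363 ± 117 RPKM (SD, n = 4 each; log2 fold change 6.07, standard error 1.00, adjusted p = 0.00185 from limma). Medtr4g063090 had a log2 fold change of -2.25 (standard error 0.37, adjusted p = 0.00184 from limma) and Medtr3g031650 one of -1.95 (standard error 0.26, adjusted p = 0.00126 from limma). The files do not pair these identifiers with gene names.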

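Over the 6 time points of lateral root development, 5381 genes were called higher in turned than in control roots at 1 or more time points, and 4176 were called lower. Without replicate 2 at every time point, the second count was 2697. The 2 counts were 4570 and 5291 with quantile normalization and 4742 and 5372 without scaling, so which was larger depended on the scaling. Of the genes higher in turned roots, 4092 (76.0%) were also called higher in inoculated than in mock roots at 1 or more of the spot inoculation time points, compared with 34.4% of the 26002 genes tested in both experiments (odds ratio 11.3, one-sided Fisher's exact test across genes, −log10 p = 1149). Of the genes lower in turned roots, 3483 (83.4%) were also called lower in nodulation, compared with 34.4% of the genes tested (odds ratio 15.2, Fisher's exact test as above, −log10 p = 1127). Fisher's test treats genes as independent, which they are not. The opposite direction in nodulation was called for 824 (15.3%) of the higher genes and 614 (14.7%) of the lower genes, at 1 or more time points. With both sets taken over the 5 time points that the experiments share, the shares were 65.7% and 70.0%, compared with 24.8% of the genes tested in each direction. The alternative that moved the shares most was spot inoculation at 24 hpi alone, with 42.4% and 19.6%. The shares of all genes tested were lower there too, at 15.4% and 6.45%, with odds ratios of 12.4 and 7.51. With 1 replicate number left out at a time, they lay between 75.2% and 82.3% for the higher genes and between 81.4% and 85.1% for the lower genes. From these shares, the paper concludes that lateral root and nodule development overlap in gene expression.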

**Figure 2:**
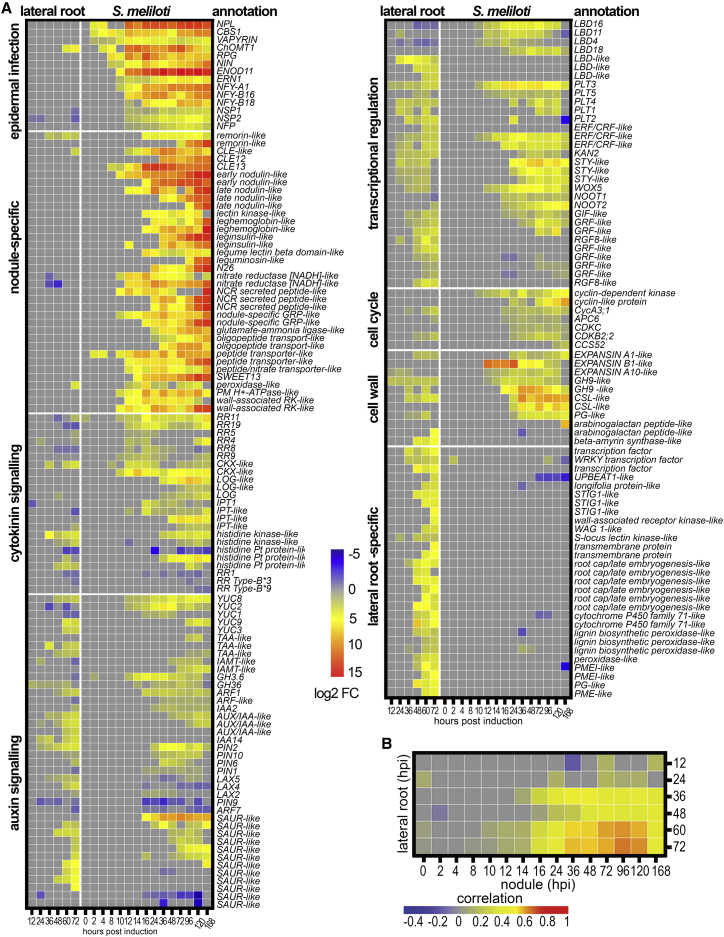
Lateral Roots and Nodules Show Overlap in Gene Expression (A) Heatmap showing selected genes induced during lateral root and nodule development with fold changes ≥±1.5; p < 0.05. Expression depicts log_2_ fold changes. (B) Correlation heatmap depicting the overlap between genes differentially expressed during lateral root and nodule organogenesis over a time course of development. See also Figures S1 and S2 and Data S1.

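The correlation between time points was computed as Pearson's r of the log2 fold changes across the genes called at 1 or more time points of either process and tested in both comparisons. Genes are not independent replicates, so no p is attached to these values. Turned roots at 72 hpi and inoculated roots at 72 hpi had an r of 0.630 over 16390 genes. The highest value of all pairs of time points was 0.669, between turned roots at 72 hpi and inoculated roots at 96 hpi. Turned roots at 12 hpi had values between -0.123 and 0.0946, and those at 24 hpi between -0.0297 and 0.129. The highest values for turned roots at 36, 48 and 60 hpi were 0.420, 0.426 and 0.635, each with inoculated roots at 48 hpi. The alternative that moved the value at 72 hpi most was the absence of a filter on low values, with an r of 0.534. When 2 libraries of turned roots at 72 hpi were exchanged with 2 of control roots, the 18 ways to do so gave an r between 0.00441 and 0.476 in size.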

The earliest-responding genes to *S. meliloti* inoculation at 2 hpi were genes previously described as activated in the root epidermis [30]: *NPL*, *CBS1*, *VAPYRIN*, *ChOMT*, *RPG*, *NIN*, and *NF-YA1* (Figures 2A and S2; Data S1). 

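*NIN* (Medtr5g099060) was at 2.39 ± 0.638 RPKM in mock and 3.97 ± 1.32 RPKM in inoculated roots at 2 hpi (SD, n = 6 libraries each), a log2 fold change of 0.61 (standard error 0.20, adjusted p = 0.185 from limma). The two-sided exact permutation test on its values alone gave p = 0.0216. *NIN* was called at 2 hpi in 1 of its 22 alternatives, the one with no filter on low values (adjusted p = 0.0303 from limma, with a range over the alternatives from 0.0303 to 0.444). Of the 7 genes tested at 2 hpi among those named in advance, 1 was called at an adjusted p under 0.05 adjusted over the list alone and none over all 22401 genes tested, of which 3395 had an unadjusted p under 0.05. The study chose these genes on the same samples, so the count over the list alone is not independent evidence. At 8 hpi *NIN* rose from 0.779 ± 0.256 to 3.98 ± 1.05 RPKM (SD, n = 4 each; log2 fold change 1.78, standard error 0.22, adjusted p = 0.0349 from limma). At 12 hpi it rose from 1.44 ± 0.965 RPKM (SD, n = 5) to 24.7 ± 16.7 RPKM (SD, n = 4), a log2 fold change of 3.38 (standard error 0.60, adjusted p = 0.0305 from limma). The change at 12 hpi lost its call in 8 of 19 alternatives (adjusted p from 1.5e-15 to 0.102), 7 of them fits without 1 library. It was kept in the fits without *S. meliloti* replicate 1 (log2 fold change 4.09, adjusted p = 0.00017 from limma) and without mock replicate 3, whose 3.13 RPKM stood above the 0.747 to 1.20 RPKM of the other mock libraries. *NPL*, *CBS1*, *VAPYRIN*, *ChOMT*, *RPG* and *NF-YA1* were not analysed here, since neither the files nor the name table at hand pair them with an identifier.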

Reporters for cytokinin signaling were induced with the onset of cell-cycle activation in the root cortex and pericycle at 10–12 hpi, and these showed little or no response during lateral root initiation (Figures 2A and S2; Data S1). 

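*YUC2* (Medtr6g086870) was at 1.60 ± 0.0657 RPKM in mock and 27.6 ± 3.38 RPKM in inoculated roots at 24 hpi (SD, n = 4 libraries each), a log2 fold change of 3.73 (standard error 0.09, adjusted p = 4.5e-08 from limma). In turned roots it was not called at any time point. Its log2 fold change there was -0.04 at 12 hpi, 0.23 at 24 hpi, -1.09 at 36 hpi (adjusted p = 0.0673 from limma), -0.67 at 48 hpi and -0.80 at 60 hpi (adjusted p = 0.0500 from limma), and at 72 hpi it was under the filter, at 0.671 ± 0.355 RPKM in control and 0.412 ± 0.0838 RPKM in turned roots (SD, n = 4 each; two-sided exact permutation test, p = 0.343). *YUC8* (Medtr7g099330) rose at 24 hpi of spot inoculation from 0.282 ± 0.125 to 2.25 ± 0.290 RPKM (SD, n = 4 each; log2 fold change 1.82, standard error 0.13, adjusted p = 1.2e-05 from limma). In turned roots *YUC8* was called at 48 hpi (log2 fold change 0.82, standard error 0.20, adjusted p = 0.0360 from limma) and at 72 hpi, where it rose from 0.280 ± 0.128 to 1.27 ± 0.220 RPKM (SD, n = 4 each; log2 fold change 1.27, standard error 0.18, adjusted p = 0.00136 from limma). It was not called at 60 hpi (log2 fold change 0.71, adjusted p = 0.0594 from limma).

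The STY-like gene Medtr8g076620 had no read in any spot inoculation library from 0 to 12 hpi, so it was not detectable at this depth. At 24 hpi it was at 0.0742 ± 0.0402 RPKM in mock roots, with at most 2 reads per library, and at 0.914 ± 0.183 RPKM in inoculated roots (SD, n = 4 each), at least 6.91-fold higher (adjusted p = 1.2e-05 from limma). In turned roots it was called from 24 hpi, with a log2 fold change of 1.02 (standard error 0.18, adjusted p = 0.0283 from limma), to 60 hpi. Its highest mean there was 2.15 ± 0.230 RPKM at 48 hpi, where control roots were at 0.530 ± 0.257 RPKM (SD, n = 4 each; log2 fold change 1.38, adjusted p = 0.00893 from limma). At 72 hpi it was not called (log2 fold change 0.62, standard error 0.27, adjusted p = 0.0823 from limma), although it was without control replicate 3 (log2 fold change 0.78, adjusted p = 0.0472 from limma) and with all libraries in 1 fit (adjusted p = 0.0268 from limma), and its adjusted p ran from 0.0268 to 0.202 over the alternatives. The other STY-like gene, Medtr1g023320, was not analysed here. *LBD16* (Medtr7g096530) was lower in turned than in control roots at 48 hpi (log2 fold change -1.0, standard error 0.16, adjusted p = 0.0119 from limma), at 60 hpi (-0.64, adjusted p = 0.0445 from limma) and at 72 hpi (-0.78, standard error 0.23, adjusted p = 0.0203 from limma). It was not called at 72 hpi without turned replicate 3 (adjusted p = 0.0559 from limma), nor without control replicate 1, where its log2 fold change of -0.58 is under the fold change limit (adjusted p = 0.0350 from limma), and its adjusted p ran from 0.00093 to 0.0559 over the alternatives. *LBD11* (Medtr4g060950) was not called in turned roots at any time point. Of the 7 named genes tested in turned roots at 24 hpi, 3 were called when adjusted over the list alone and 1 over all genes tested.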

Genes associated with auxin biosynthesis and signaling, together with a set of auxin-responsive transcriptional regulators, were among the earliest-upregulated genes with overlapping expression during lateral root and nodule development: *YUC*, *PLETHORAs (PLT)*, and *STY*, previously shown to regulate auxin metabolism, transport, and signaling during lateral root development in *Arabidopsis* [31, 32, 33, 34]. The upregulation of auxin-related genes coincides with the first significant auxin responses that occurred 12 h post *S. meliloti* inoculation, as evidenced by the auxin-response reporter *DIRECT REPEAT5* driving green fluorescent protein (*DR5-GFP*) (Figure S1C).

### *LBD16* Represents a Point of Convergence between Nodule and Lateral Root Development

During lateral root initiation in *Arabidopsis*, *YUC* and *LBDs* are activated and associated with the regulation and response to auxin [35, 36]. In our transcriptional profiling, we found *YUC2*, *YUC8*, *LBD11*, and *LBD16* induction within 12 h in response to rhizobial treatment, which was coordinated with the overall auxin response (Figures 2A, S1C, S2, and S3A; Data S2A and S2B). 

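At 12 hpi *LBD16* was at 4.47 ± 1.36 RPKM in mock roots (SD, n = 5 libraries) and at 15.7 ± 6.79 RPKM in inoculated roots (SD, n = 4), a log2 fold change of 1.63 (standard error 0.32, adjusted p = 0.0472 from limma). *LBD11* was at 0.609 ± 0.295 RPKM (SD, n = 5) and 2.31 ± 1.15 RPKM (SD, n = 4), a log2 fold change of 1.31 (standard error 0.27, adjusted p = 0.0634 from limma). Every inoculated library had a higher *LBD11* value than every mock library (two-sided exact permutation test, p = 0.00794, the smallest p that 5 libraries against 4 allow). *YUC2* was at 2.20 ± 0.539 RPKM (SD, n = 5) and 4.71 ± 2.31 RPKM (SD, n = 4), a log2 fold change of 0.84 (standard error 0.32, adjusted p = 0.323 from limma; two-sided exact permutation test, p = 0.0714). *YUC8* was at 0.497 ± 0.271 RPKM (SD, n = 5) and 1.09 ± 0.60 RPKM (SD, n = 4), a log2 fold change of 0.59 (standard error 0.30, adjusted p = 0.409 from limma; two-sided exact permutation test, p = 0.135). At 12 hpi, 5 of the 7 named genes tested were called when adjusted over the list alone and 3 over all genes tested. *S. meliloti* replicate 1 at 12 hpi had the lowest *YUC8* value, 0.201 RPKM compared with 1.28 to 1.46 RPKM in the other inoculated libraries. Across genes, Spearman's rho of a library's deviation from its group with gene length lay between -0.406 and 0.461 in 237 libraries. *S. meliloti* replicate 1 at 12 hpi was 1 of the 3 libraries beyond this range (median rho -0.591). Without it, all 4 genes were called: the log2 fold change of *LBD16* was 1.97 (adjusted p = 0.0011 from limma), of *LBD11* 1.51 (0.0175), of *YUC2* 1.19 (0.0171) and of *YUC8* 0.94 (0.0394). *LBD16* lost its call in 12 of 19 alternatives, over which its adjusted p ran from 4.9e-07 to 0.145, among them the 8 other fits that each left out 1 library, with the highest adjusted p without *S. meliloti* replicate 2. *LBD11* was also called with all libraries of the experiment in 1 fit (adjusted p = 0.00172 from limma), and its adjusted p ran from 0.00172 to 0.176. Over their alternatives, the adjusted p of *YUC2* ran from 0.0171 to 0.518 and that of *YUC8* from 0.0394 to 0.551.

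At 14 hpi *LBD16* (log2 fold change 2.36, adjusted p = 0.00114 from limma) and *LBD11* (1.42, adjusted p = 0.0370 from limma) were called, while *YUC2* (1.64, adjusted p = 0.311 from limma) and *YUC8* (0.92, adjusted p = 0.299 from limma) were not. At 16 hpi all 4 genes were called, with log2 fold changes of 3.74 for *LBD16*, 2.13 for *LBD11*, 2.44 for *YUC2* and 1.37 for *YUC8*, of which *YUC8* had the highest adjusted p (3.3e-05 from limma). At 24 hpi *LBD16* rose from 1.98 ± 0.250 to 36.9 ± 5.31 RPKM (SD, n = 4 each; log2 fold change 3.90, standard error 0.11, adjusted p = 7.2e-08 from limma) and *LBD11* from 0.841 ± 0.703 to 8.17 ± 1.34 RPKM (SD, n = 4 each; log2 fold change 2.82, standard error 0.33, adjusted p = 0.0002 from limma). At 10 hpi *LBD16* was not called (log2 fold change 0.76, adjusted p = 0.0968 from limma).

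**Figure D1:**
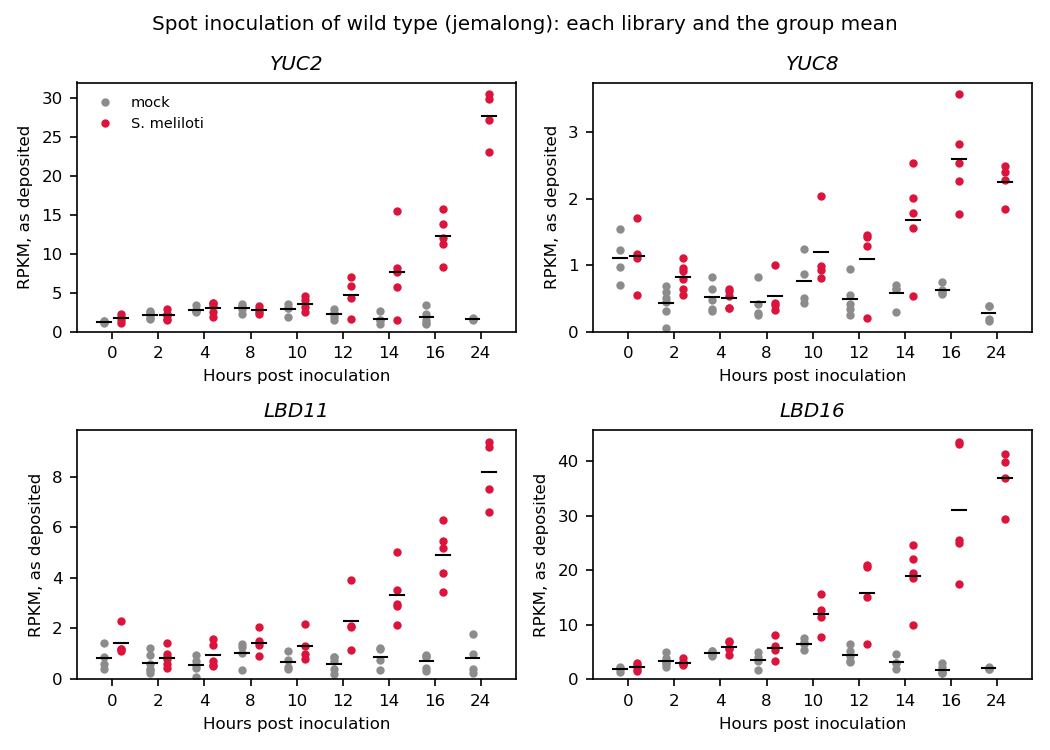
RPKM as deposited of *YUC2*, *YUC8*, *LBD11* and *LBD16* (vertical axes) in each mock (grey) and *S. meliloti* (red) library of wild-type jemalong roots at 0 to 24 h post inoculation (horizontal axes), with the mean of each group as a black bar. At 24 hpi the mean of *LBD16* is 36.9 RPKM in inoculated and 1.98 RPKM in mock roots.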

Promoter-β-glucuronidase (GUS) analysis of these four genes revealed that all were induced at the sites of lateral root and nodule initiation very early during primordia development (Figure 3).

**Figure 3:**
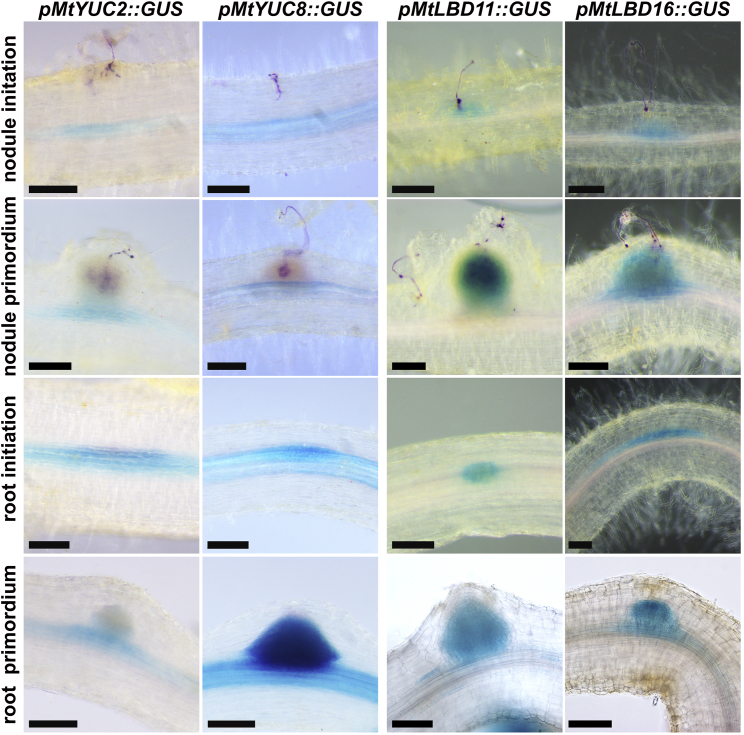
*LATERAL ORGAN BOUNDARIES* and *YUCCA*s Are Expressed during Root and Nodule Primordium Initiation and Development Expression patterns of *YUC2*, *YUC8*, *LBD11*, and *LBD16* during nodule and lateral root development visualized by GUS staining (blue). Rhizobial-expressed *LacZ* is stained magenta. Scale bars: 100 μm. See also Figure S3 and Data S2A and S2B.

To further assess the importance of *LBDs*, we identified mutants in *LBD11* (*lbd11-1*) and *LBD16* (*lbd16-1, lbd16-2*) (Figures S3B–S3G). Mutants in *lbd16* and *lbd11lbd16* showed significant defects in root organogenesis, with 50% reductions in the number of emerged lateral roots and nodules (Figures 4C–4F, S3D–S3G, and S4). This reduction is associated with early defects in cell division during primordium formation. In the most severe cases, root sections with no primordia emerging 72 hpi appeared to have terminated development after a few divisions (Figures 4A and 4B). From this, we infer that *LBD16* represents a convergence point between lateral root and nodule development, being important for the promotion of cell proliferation during organ initiation and early primordium development. Consistent with an early role in primordium formation, *lbd16* and *lbd11lbd16* mutants showed dramatic reductions in nodule-associated gene expression: 93% of rhizobial-induced genes at 24 hpi are *LBD16* dependent (Figures 5A, 5B, and S2; Data S1). This includes auxin-signaling genes, auxin regulators such as *STYLISH* and *YUCCAs*, and cell-wall-remodeling genes, all of which have overlapping expression in nodules and lateral roots.

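RNA-seq was performed on root segments of wild-type R108 and of the *lbd16-1* and *lbd11lbd16* mutants, which are *Tnt1* insertion lines in R108, 24 h after spot inoculation with *S. meliloti* or mock. There were 4 libraries per genotype and treatment, except 3 of mock-inoculated *lbd11lbd16*, and all of them carry 1 library series in the sample labels. The deposited values of this experiment are FPKM, with no read added, and convert back to whole reads on genes. These lay between 12681449 and 15821207 per library in mock-inoculated R108 (median 14769949) and between 12362883 and 16611539 in inoculated R108 (median 15823670). They lay between 14182786 and 42354367 in mock-inoculated *lbd16-1* (median 20094796), between 13861797 and 15355059 in inoculated *lbd16-1* (median 14453077), between 14413840 and 19585019 in mock-inoculated *lbd11lbd16* (median 14746623) and between 13543962 and 18234014 in inoculated *lbd11lbd16* (median 14435014). Inoculated and mock libraries of each genotype were compared on log2(FPKM + 0.5) with the scaling, filter, test and call rule of the time course, and the difference in response between a mutant and R108 was tested as a genotype by treatment interaction over the libraries of both. *LBD16* was at 1.82 ± 0.562 FPKM in mock and 24.2 ± 5.80 FPKM in inoculated R108 (SD, n = 4 libraries each), a log2 fold change of 3.37 (standard error 0.22, adjusted p = 1.4e-05 from limma). In *lbd16-1* it was at 0.231 ± 0.134 FPKM in mock and 1.50 ± 1.59 FPKM in inoculated roots (SD, n = 4 each; two-sided exact permutation test, p = 0.0286), and *S. meliloti* replicate 4, at 3.86 FPKM, stood above the 0.472 to 0.977 FPKM of the other 3. In *lbd11lbd16* it was at 0.201 ± 0.0897 FPKM (SD, n = 3) and 1.91 ± 1.65 FPKM (SD, n = 4), with an adjusted p of 0.686 from limma. The response of *LBD16* differed between *lbd16-1* and R108 (interaction -2.18 on the log2 scale, standard error 0.51, adjusted p = 0.0176 from limma). *LBD11* rose in R108 from 0.885 ± 0.400 to 4.19 ± 0.602 FPKM (SD, n = 4 each; log2 fold change 1.76, standard error 0.24, adjusted p = 0.00076 from limma). In *lbd16-1* its means were 0.723 and 1.83 FPKM (log2 fold change 0.86, adjusted p = 0.194 from limma), and in *lbd11lbd16* they were 0.490 ± 0.214 FPKM (SD, n = 3) and 1.93 ± 1.92 FPKM (SD, n = 4), so that *LBD11* transcript was detected in the double mutant.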

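In R108, 3175 of the 22245 genes tested were called at 24 hpi, 2310 higher and 865 lower in inoculated roots. No gene was called in *lbd16-1* among 21515 tested, of which 3928 had an unadjusted p under 0.05, and none in *lbd11lbd16* among 21757, of which 1406 had an unadjusted p under 0.05. All 2310 genes induced in R108 (100%, Wilson 95% confidence interval from 99.8% to 100%) were therefore not called higher in *lbd16-1*, 194 of them because they were under the filter there, and the same held for *lbd11lbd16*, with 127 under the filter. Without *S. meliloti* replicate 4, 243 genes were called in *lbd16-1*, and without replicate 1, 100 were, and with replicate 4 left out in both genotypes the share was 99.1%. Without *S. meliloti* replicate 3, 34 genes were called in *lbd11lbd16*. The paper's text gives no rule for dependence, and the share moved most with the rule. The log2 fold change in the mutant was under 50% of the one in R108 for 86.2% of the genes induced in R108 and tested in *lbd16-1* and for 76.5% of those tested in *lbd11lbd16*, and a smaller response was called in the interaction for 42.2% of the induced genes in *lbd16-1* and for 0% in *lbd11lbd16*. Over the 2116 induced genes tested in *lbd16-1*, the median log2 fold change was 0.95 in R108 and 0.28 in the mutant, where 95.0% of them were higher after inoculation. Over the 2183 tested in *lbd11lbd16*, it was 0.97 and 0.38, with 97.5% higher. With genes at or under 3 reads set to their bound, these medians stayed at 0.95, 0.28, 0.97 and 0.38. The interaction was called for 1289 genes in *lbd16-1*, and all 1214 of them that were called in R108 differed against the direction of the R108 response. The count of 1289 was 16 without replicate 3 of each group and 2083 without replicate 4. In *lbd11lbd16* no interaction was called among 23537 genes, of which 2460 had an unadjusted p under 0.05. As a response score, the mean log2(FPKM + 0.5) of the genes induced in R108 was taken for each library. Inoculated R108 libraries scored between 3.94 and 4.25, and replicates 1 to 4 of inoculated *lbd16-1* scored 3.04, 3.34, 3.12 and 3.76. The paper infers the role of *LBD16* in organ initiation from the mutants, which had fewer emerged lateral roots and nodules and early cell division defects. It relates the reduced expression to an early role in primordium formation.

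**Figure D2:**
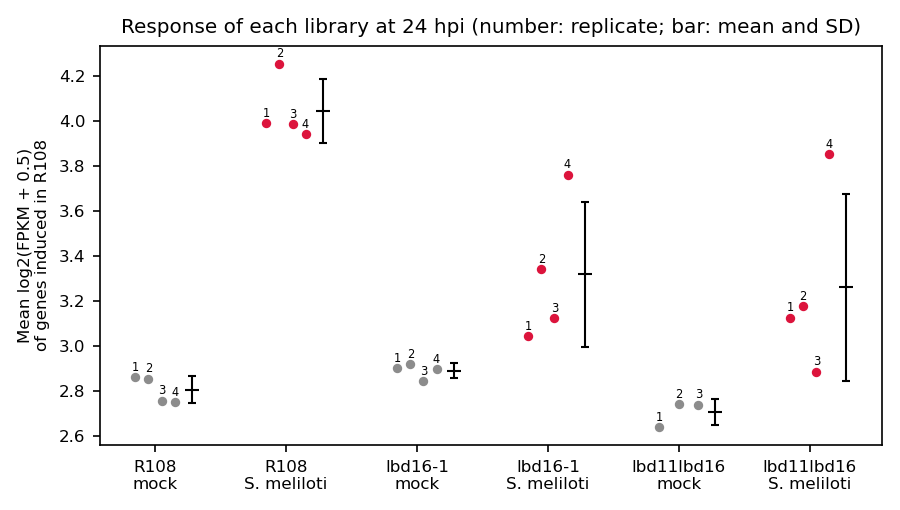
Mean log2(FPKM + 0.5) over the genes induced in R108 (vertical axis) for each mock and *S. meliloti* library of R108, *lbd16-1* and *lbd11lbd16* (horizontal axis), with the replicate number beside each library and the mean and SD of each group as bars. Replicate 4 of inoculated *lbd16-1* has a score of 3.76 and that of inoculated *lbd11lbd16* one of 3.85, the highest of their groups.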

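The STY-like gene Medtr8g076620 was under the filter in R108, at 0.00979 ± 0.0196 FPKM in mock and 1.23 ± 0.750 FPKM in inoculated roots (SD, n = 4 libraries each), at least 10.5-fold higher (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). In *lbd16-1* it was at 0.00293 ± 0.00586 and 0.0245 ± 0.0311 FPKM (SD, n = 4 each; two-sided exact permutation test, p = 0.429), with at most 2 reads in any library, so that a change was not detectable at this depth. In *lbd11lbd16* the only inoculated library with reads of this gene was replicate 4, at 0.218 FPKM. *YUC2* rose in R108 from 1.13 ± 0.249 to 28.2 ± 5.36 FPKM (SD, n = 4 each; log2 fold change 4.09, standard error 0.16, adjusted p = 8.6e-07 from limma). In *lbd16-1* it rose from 0.624 ± 0.188 to 8.01 ± 9.10 FPKM (SD, n = 4 each), a log2 fold change of 2.37 that was not called (standard error 0.60, adjusted p = 0.136 from limma). All 4 inoculated *lbd16-1* libraries were above all 4 mock libraries. Without *S. meliloti* replicate 4 the log2 fold change of *YUC2* in *lbd16-1* was 1.73 and was called (adjusted p = 0.0466 from limma, with a range over the alternatives from 0.0466 to 0.328). In *lbd11lbd16* *YUC2* rose from 0.652 ± 0.478 FPKM (SD, n = 3) to 9.97 ± 10.6 FPKM (SD, n = 4), which was not called (log2 fold change 2.71, standard error 0.71, adjusted p = 0.686 from limma). The response of *YUC2* was not called as different from R108 in *lbd16-1* (interaction -1.72, standard error 0.67, adjusted p = 0.130 from limma) or in *lbd11lbd16* (interaction -1.36, adjusted p = 0.561 from limma). *YUC8* rose in R108 from 0.408 ± 0.0758 to 2.79 ± 0.882 FPKM (SD, n = 4 each; log2 fold change 1.79, adjusted p = 0.00062 from limma). In *lbd16-1* it was under the filter, at 0.400 ± 0.104 and 0.912 ± 0.724 FPKM (SD, n = 4 each; two-sided exact permutation test, p = 0.0571), with *S. meliloti* replicate 4 at 1.99 FPKM and the other 3 between 0.458 and 0.617 FPKM. Its response differed from R108 by -1.25 on the log2 scale (standard error 0.39, adjusted p = 0.0617 from limma), which was not called. Of the named genes tested, 3 of 5 in *lbd16-1* and 3 of 7 in *lbd11lbd16* were called when adjusted over the list alone and none over all genes tested.

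**Figure D3:**
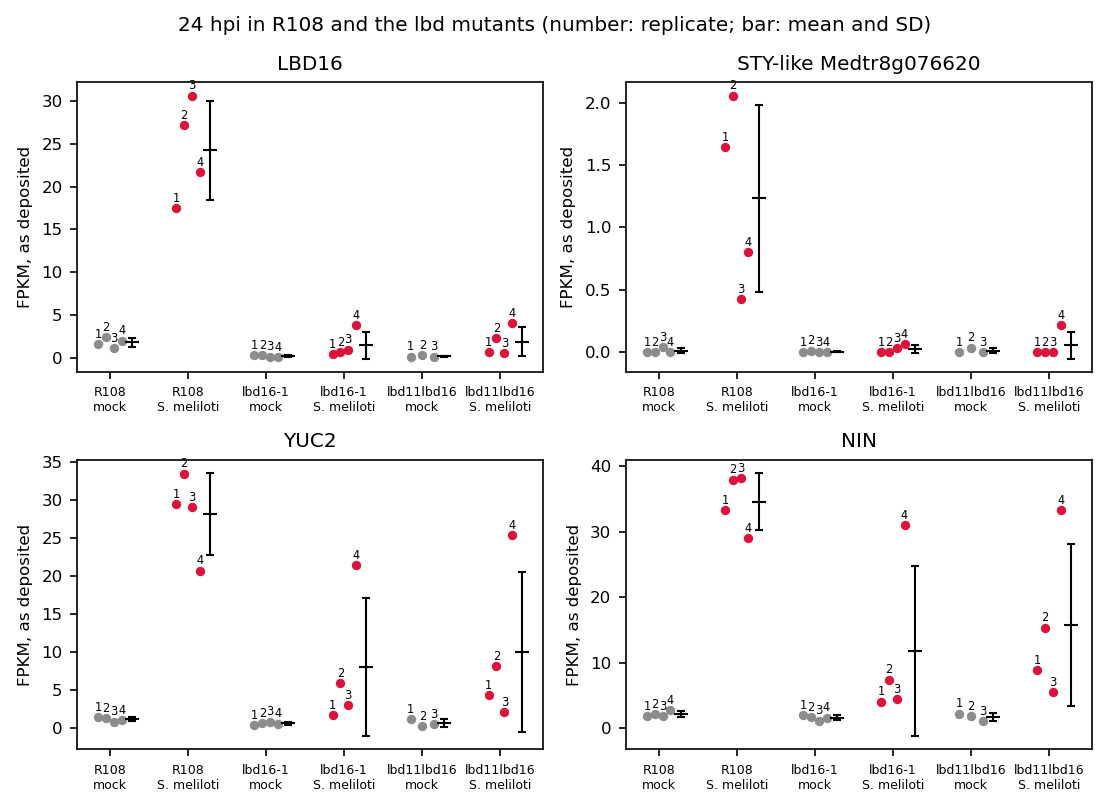
FPKM as deposited of *LBD16*, the STY-like gene Medtr8g076620, *YUC2* and *NIN* (vertical axes) in each mock and *S. meliloti* library of R108, *lbd16-1* and *lbd11lbd16* (horizontal axes), with replicate numbers and the mean and SD of each group. The mean of *YUC2* is 28.2 FPKM in inoculated R108 and 8.01 FPKM in inoculated *lbd16-1*, and the STY-like gene stays at or under 0.218 FPKM in both mutants.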

**Figure 4:**
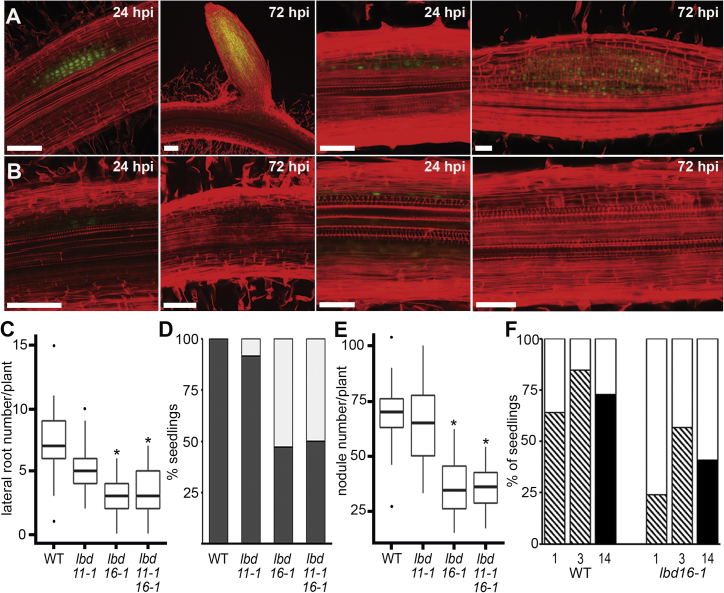
Lateral Root and Nodule Number Are Reduced in *lbd16* (A and B) Optical sections of lateral roots and nodules in (A) wild-type (WT) and (B) *lbd16-1* at 24 or 72 hpi. Scale bars: 50 μm. (C) Lateral root number in 14-day-old seedlings. Boxplots show median (thick line), second to third quartiles (box), minimum and maximum ranges (lines), and outliers (single points). A one-way Kruskal-Wallis rank-sum test showed that lateral root number is dependent on genotype; asterisks indicate significantly different (95% confidence) means compared with WT. n = 56 (WT), 58 (*lbd11-1*), 64 (*lbd16-1*), and 66 (*lbd11lbd16*). (D) Percentage of gravi-stimulated seedlings with ≥1 lateral roots (dark gray) or 0 lateral roots (white) in the bend 5 dpi in WT (n = 25), *lbd11-1* (n = 60), *lbd16-1* (n = 53), and *lbd11lbd16* (n = 60) showing significant reduction in the number of emerging lateral roots in *lbd16-1* and *lbd11lbd16* compared to WT. p = 0.166, 7.401e−07, and 1.413e−06 respectively; Fisher’s exact test. (E) Nodule number 21 days post *S. meliloti* inoculation. n = 13 (WT), 15 (*lbd11-1*), 14 (*lbd16-1*), and 14 (*lbd11lbd16*). A normal distribution allowed a one-way ANOVA test revealing the mean number of nodules differed significantly between genotypes; asterisks indicate significantly different (95% confidence) means compared to WT. (F) Percentage of seedlings with ≥1 primordia (hashed), ≥1 emerged nodule (black), or no structure (white) developing at the spot inoculation site at 1, 3, and 14 days post inoculation (dpi; n = 116 WT and 142 *lbd16-1*). *lbd16-1* showed significantly different rates of initiation of primordia or nodules at all time points: p = 0.003 (1 dpi), 0.022 (3 dpi), and 2.084e−04 (14 dpi); Fisher’s exact test. See also Figures S3 and S4 and Data S2A.

**Figure 5:**
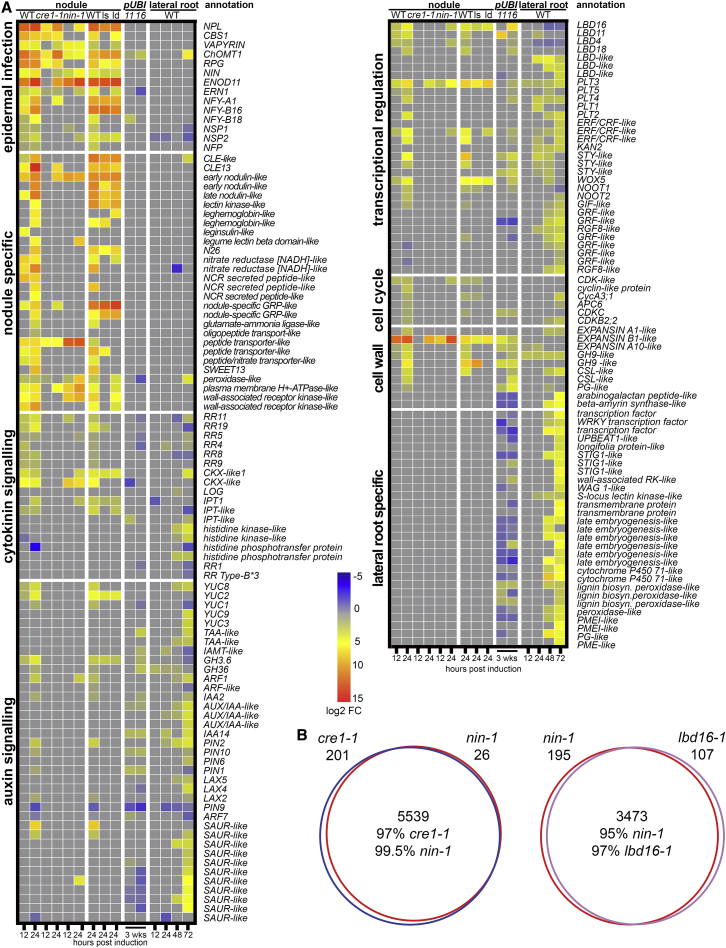
The Impact of *CRE1*, *NIN*, and *LBD16* on Nodulation-Associated Gene Expression (A) Heatmap of selected genes (as in Figure 2; see also Figure S2 for gene identifiers and Data S1) in WT (jemalong), *cre1-1*, and *nin-1* root sections at 12 and 24 h and WT (R108), *lbd16-1* (*ls*), and *lbd11lbd16* (*ld*) at 24 h post *S. meliloti* spot inoculation; response to *LBD11* (*11*) and *LBD16* (*16*) overexpression in 3-week-old hairy roots compared to control roots and during lateral root induction. Expression represents log_2_ fold changes. (B) Pairwise comparisons of all differentially expressed genes dependent on *cre1-1* (blue), *nin-1* (red), and *lbd16-1* (purple). *cre1-1 and nin-1* comparisons were to WT jemalong and *lbd16-1* to WT R108. See also Figures 2, S2, and S5 and Data S1.

### Overexpression of *LBD16* or *YUC2* Is Sufficient to Promote Root Primordia Formation

*LBD16* in *Arabidopsis* is induced by a localized auxin maximum and controls initial cell divisions during lateral root formation [32, 36, 37]. Our *LBD16* mutants in *M. truncatula* imply a similar function in this species. 

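RNA-seq was performed on 3-week-old hairy roots of *M. truncatula* jemalong that carried a construct under the *LjUBI* promoter, with 4 libraries of pLjUBI:GFP control roots, 4 of pLjUBI:LBD16 roots and 3 of pLjUBI:LBD11 roots. The deposited values are RPKM with no read added, and they convert back to whole reads on genes. These lay between 9062529 and 19281594 per library in the GFP control (median 10778452), between 9322368 and 10481554 in pLjUBI:LBD16 roots (median 10279454) and between 8877027 and 9974540 in pLjUBI:LBD11 roots (median 9864423). Each overexpression group was compared with the GFP control by the limma test of the time course. In pLjUBI:LBD16 roots *LBD16* was at 234 ± 41.9 RPKM, compared with 2.96 ± 1.09 RPKM in GFP roots (SD, n = 4 libraries each; log2 fold change 6.08, standard error 0.21, adjusted p = 2.4e-07 from limma). In pLjUBI:LBD11 roots *LBD11* was at 653 ± 27.4 RPKM (SD, n = 3), compared with 5.54 ± 0.931 RPKM in GFP roots (SD, n = 4; log2 fold change 6.75, standard error 0.12, adjusted p = 2.8e-08 from limma). *LBD11* was higher in pLjUBI:LBD16 roots, at 9.91 ± 2.49 RPKM (SD, n = 4; log2 fold change 0.72, standard error 0.19, adjusted p = 0.0164 from limma), and *LBD16* was not called in pLjUBI:LBD11 roots (log2 fold change 0.71, adjusted p = 0.104 from limma). In pLjUBI:LBD16 roots 1489 genes were called higher and 2454 lower of 23163 tested, and in pLjUBI:LBD11 roots 1329 higher and 1299 lower of 23584. Without pLjUBI:LBD11 replicate 3 the 2 directions of the second comparison together held 1746 genes. The count in pLjUBI:LBD16 roots was 1726 with a fold change limit of 2 and 7466 with no limit. Both comparisons use the same GFP libraries. Their log2 fold changes had a Pearson's r of 0.712 across 23004 genes, which are not independent replicates, and the highest r in 100 simulations of unchanged groups against these GFP libraries was 0.486.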

To further understand the role that *LBD16* plays during root organogenesis, we overexpressed *LBD16* in *M. truncatula* using the *Lotus japonicus UBIQUITIN1* (*LjUBI*) promoter. Roots overexpressing *LBD16* showed extensive curling with ectopic root primordia initiation (Figures 6A, 6B, S5A, and S5B). *LBD16* overexpression was associated with the constitutive induction of two STY-like transcription factors and these same *STY* genes were dependent on *LBD16* for their induction by rhizobia (Figures 5A, 6F, 6G, S2, and S5K). 

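The STY-like gene Medtr8g076620 was at 1.27 ± 0.214 RPKM in pLjUBI:GFP roots, a mean of 30.8 reads per library, and at 10.7 ± 1.35 RPKM in pLjUBI:LBD16 roots (SD, n = 4 libraries each), a log2 fold change of 2.62 (standard error 0.14, adjusted p = 2.1e-06 from limma). All 4 pLjUBI:LBD16 libraries were above all 4 GFP libraries, with replicate 4 at 8.71 RPKM and the other 3 between 11.2 and 11.6 RPKM. In pLjUBI:LBD11 roots it was at 3.62 ± 1.75 RPKM (SD, n = 3), a log2 fold change of 1.10 (standard error 0.30, adjusted p = 0.0344 from limma). This change lost its call in 8 of 16 alternatives, over which the adjusted p ran from 0.00459 to 0.126. They include the 4 fits without 1 GFP library, of which the one without replicate 1 had the lowest adjusted p (0.0520 from limma), and the fits without pLjUBI:LBD11 replicate 1 (0.106) and replicate 3 (0.126). The other STY-like gene, Medtr1g023320, was not analysed here.

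**Figure D4:**
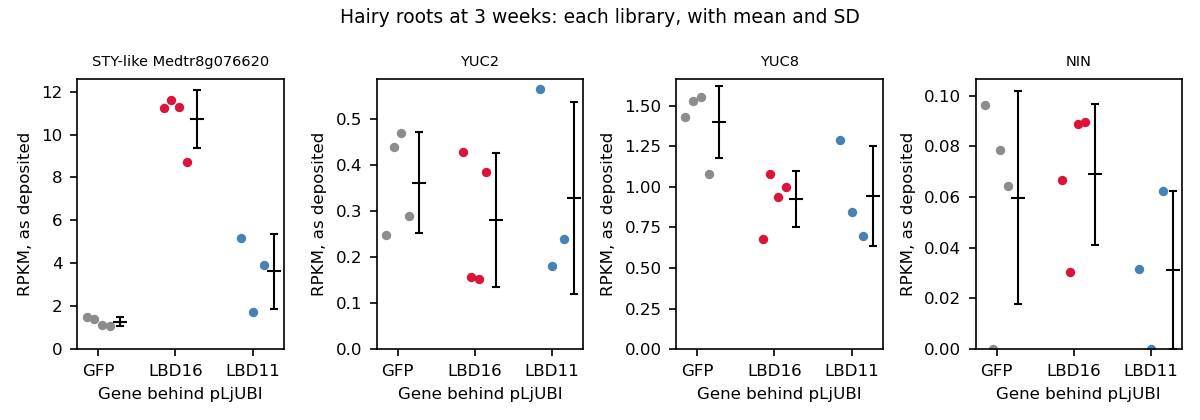
RPKM as deposited of the STY-like gene Medtr8g076620, *YUC2*, *YUC8* and *NIN* (vertical axes) in each library of pLjUBI:GFP, pLjUBI:LBD16 and pLjUBI:LBD11 hairy roots (horizontal axes), with the mean and SD of each group. The mean of the STY-like gene is 10.7 RPKM in pLjUBI:LBD16 roots and 1.27 RPKM in pLjUBI:GFP roots.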

In *Arabidopsis*, *STY* control the regulation of the *YUC* auxin biosynthesis genes [33]. Expression of *YUC2* from the constitutive *LjUBI* promoter or induced through dexamethasone regulation resulted in initiation and emergence of ectopic root primordia (Figures 6C–6E, and S5C–S5G). From this, we conclude that *LBD16*, most likely through the regulation of auxin biosynthesis via *STY*, controls root organ initiation. However, the overexpression of *LBD16* led primarily to the expression of auxin-associated genes, but not the induction of nodule or lateral root-specific genes (Figure 5A). 

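The genes tested in the overexpression, lateral root and spot inoculation comparisons were grouped by whether they were called higher at any time point of nodulation only, of lateral root development only, or of both. The other genes are those called higher in neither process. They include genes called lower, so they are not a set of unresponsive genes. In pLjUBI:LBD16 roots, 467 of the 4379 genes of nodulation only (10.7%), 86 of the 1138 genes of lateral root development only (7.56%) and 368 of the 4040 genes of both (9.11%) were called higher, compared with 3.20% of the 12678 other genes (two-sided Fisher's exact test across genes, p = 2.0e-72, 1.5e-11 and 1.7e-47). Lower expression was called for 343 genes of nodulation only (7.83%), 244 of lateral root development only (21.4%) and 230 of both (5.69%), compared with 11.8% of the other genes (two-sided Fisher's exact test, which treats genes as independent, p = 6.1e-14, 2.7e-18 and 6.8e-32). *YUC2* was at 0.362 ± 0.110 RPKM in GFP and 0.280 ± 0.146 RPKM in pLjUBI:LBD16 roots (SD, n = 4 libraries each; two-sided exact permutation test, p = 0.343), under the filter of the test. *YUC8* was at 1.40 ± 0.220 RPKM in GFP and 0.924 ± 0.172 RPKM in pLjUBI:LBD16 roots (SD, n = 4 each), a log2 fold change of -0.44 that was not called (standard error 0.17, adjusted p = 0.0719 from limma). *NIN* had a mean of 2.50 reads per library in GFP and 2.25 reads in pLjUBI:LBD16 roots (two-sided exact permutation test on its RPKM values, n = 4 each, p = 0.686), so that a change was not detectable at this depth. The gene with the highest log2 fold change after *LBD16* itself, among those called with a mean of at least 1 RPKM and no overlap between the groups, was Medtr3g070490, which rose from 2.04 ± 0.448 to 98.7 ± 3.19 RPKM (SD, n = 4 each; log2 fold change 5.27, standard error 0.12, adjusted p = 3.3e-08 from limma). Medtr7g093170 fell from 66.3 ± 58.2 RPKM to 0.118 ± 0.172 RPKM (SD, n = 4 each), at most 3 reads per library, and was at least 182-fold lower (adjusted p = 0.00098 from limma, from 1.7e-05 to 0.230 over its alternatives). It was not called by limma's voom on the recovered reads, an alternative chosen after seeing the data. Medtr4g011250 fell from 142 ± 91.3 to 1.86 ± 1.06 RPKM (SD, n = 4 each; log2 fold change -5.78, standard error 0.56, adjusted p = 7.8e-05 from limma). The files do not name these 3 genes. The paper takes the start of root primordia from the ectopic primordia of roots that overexpress *LBD16* or *YUC2*, and concludes from the induced genes that further factors must be induced for the identity of a nodule or a lateral root.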

We conclude that induction of *LBD16* or promotion of auxin biosynthesis is sufficient to activate root primordia formation, but additional factors need to be coordinately induced to give rise to nodule or lateral root identity.

**Figure 6:**
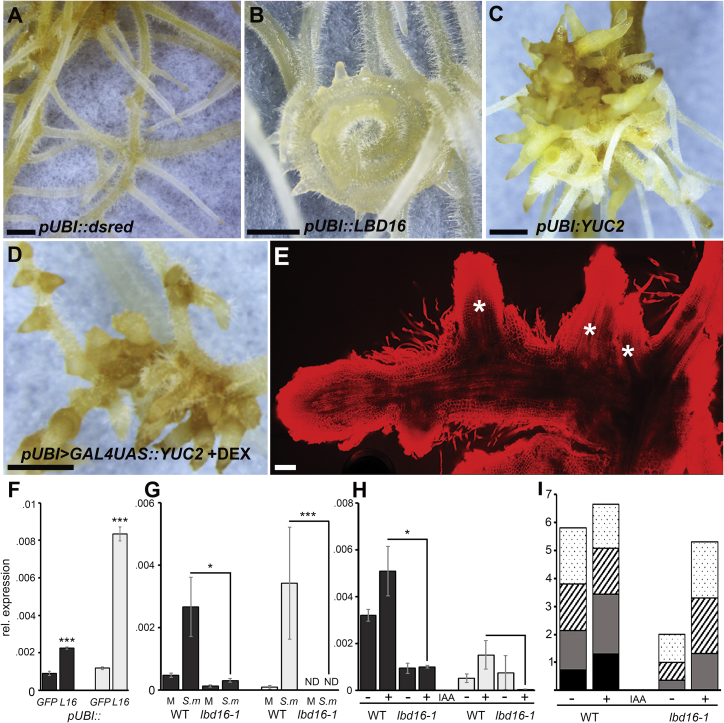
Overexpression of *LBD16* or *YUC2* Is Sufficient to Promote Root Primordia Formation (A–E) Constitutive expression of (A) *dsred* (control), (B) *LBD16*, or (C) *YUC2* under control of the *LjUBI* promoter in hairy roots. 44 out of 103 and 53 out of 57 transformed plants expressing *pLjUBI:LBD16* and *pLjUBI:YUC2*, respectively, showed similar phenotypes as depicted in (B) and (C). (D and E) (D) Bright field image and (E) optical sections of propidium iodide-stained root structures expressing dexamethasone (Dex)-inducible *YUC2* under control of the *LjUBI* promoter (*pLjUBI > GAL4UAS::MtYUC2*). 82 out of 167 plants transformed with *pLjUBI > GAL4UAS::MtYUC2* showed ectopic primordium induction 2 weeks post Dex treatment as depicted in (D) and (E) and Figures S5C–S5G compared to 3 out of 147 Dex treated plants transformed with *pLjUBI > GAL4UAS::GFP.* Ectopic primordia in (E) are indicated with asterisks. Scale bars: (A–D) 1 mm and (E) 50 μm. (F–H). (F) Quantification of transcript levels by qRT-PCR of STY-like (*Medtr1g023320*) (dark gray bars) and STY-like (*Medtr8g076620*) (light gray bars) in hairy roots constitutively expressing *LBD16* or *GFP* (*pUBI::LBD16* or *pUBI::GFP*), (G) *S. meliloti* and mock spot inoculation, and (H) IAA (+) and mock (−) treatment in WT and *lbd16-1* root sections at 24 hpi. Expression levels were measured by qRT-PCR and normalized to *HH3*. Statistical comparisons were performed as indicated. Values are the mean of 3 biological replicates ± SEM (Student’s t test; asterisks indicate statistical significance; ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001). (I) Number of lateral root primordia in 3-day-old WT and *lbd16-1* seedlings 24 h post IAA or mock treatment represented as means (n ≥ 11). The different stages of primordia development are indicated: dotted, stages I–II; striped, stage III; light gray, stages IV–V; black, emerged. Mock-treated *lbd16-1* seedlings had significantly fewer primordia compared to WT (Student’s t test; p < 0.001). IAA treatment significantly increased primordia number in *lbd16-1* seedlings (Student’s t test; p < 0.001), but not in WT. More stages IV–V and emerged primordia developed in WT than in *lbd16-1* in both treatments (Student’s t test; p < 0.001). See also Figures S5 and S6.

Similar to what has been reported in *Arabidopsis* [36], we found that indole-3-acetic acid (IAA) treatment of *M. truncatula* roots activates *LBD16* expression (Figure S5H), revealing that *LBD16* is responsive to auxin accumulation. IAA treatment of *lbd16-1* partially rescued the lateral root phenotype, enhancing the number of root primordia that formed. However, primordia emergence was still defective in *lbd16-1* (Figure 6I). Despite this partial rescue of the mutant phenotype by IAA treatment, we observed that the induction by both rhizobia and IAA of *STY*, *PLT3*, and a cell-wall-modifying POLYGALACTURONASE-like gene was abolished in *lbd16-1* (Figures 6H, S5I, and S5J). We conclude that *LBD16* is both responsive to auxin and responsible for the promotion of auxin, implying that *LBD16* has a function in the amplification of auxin accumulation.

### Cytokinin Promotion of *STY* and *YUC* Is a Function of *NIN* and *LBD16*

Induction of nodules in response to rhizobial bacteria is dependent on the cytokinin receptor *CRE1* and the cytokinin-inducible transcription factor *NIN* [4, 5, 9, 13]. Consistent with this, RNA-seq on *S. meliloti* spot-inoculated root segments of the *cre1-1* or *nin-1* mutants at 24 hpi revealed that 98.7% and 95.7% of *S. meliloti*-responsive genes are dependent on *CRE1* or *NIN*, respectively. 

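RNA-seq of *S. meliloti*- and mock-inoculated root segments of *cre1-1* and *nin-1*, mutants in the jemalong background, gave 3 libraries per genotype and treatment at 12 and at 24 hpi. The deposited RPKM values hold 1 added read per gene, as in the wild-type time course. At 24 hpi the reads on genes per library, with the added reads, lay between 9239513 and 11828153 in mock-inoculated *cre1-1* (median 10768368), between 8806045 and 10459380 in inoculated *cre1-1* (median 10308311), between 9183996 and 14267136 in mock-inoculated *nin-1* (median 9681845) and between 8484406 and 9004174 in inoculated *nin-1* (median 9003876). At 12 hpi the medians were 10806905 and 16757044 for mock and inoculated *cre1-1* and 13121999 and 10890025 for *nin-1*. The 24 hpi libraries of the mutants carry another library series in the labels than those of the wild type, whereas at 12 hpi the wild type and both mutants carry the same one. Inoculated and mock libraries were compared within each genotype by the limma test of the time course, and the difference in response was tested as a genotype by treatment interaction. *NIN* rose in *nin-1* at 24 hpi from 1.25 ± 0.934 to 56.0 ± 12.0 RPKM (SD, n = 3 libraries each; log2 fold change 5.12, standard error 0.38, adjusted p = 0.00385 from limma), which was not called without mock replicate 3 (adjusted p = 0.0566 from limma, from 8.5e-05 to 0.0566 over the alternatives). In the wild type it rose from 0.756 ± 0.0515 to 51.9 ± 7.46 RPKM (SD, n = 4 each; log2 fold change 5.37, standard error 0.11, adjusted p = 2.0e-08 from limma). The difference was not called (interaction -0.22, standard error 0.38, adjusted p = 0.738 from limma), so the *NIN* transcript does not tell the *nin-1* libraries from those of the wild type. *CRE1* was not analysed here, since no identifier for it was at hand.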

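At 24 hpi, 48 of the 23809 genes tested in *cre1-1* were called, 47 of them higher in inoculated roots, and 1865 had an unadjusted p under 0.05. In *nin-1*, 280 of 25330 were called, 276 of them higher, and 1537 had an unadjusted p under 0.05. Libraries of *nin-1* with the same replicate number deviated together from their groups, and with the replicate number as a block 832 genes were called. The count in *cre1-1* was 27 without mock replicate 1, and that in *nin-1* was 45 without mock replicate 3. Of the 5066 genes called in the wild type, 5022 (99.1%, Wilson 95% confidence interval from 98.8% to 99.4%) were not called in the same direction in *cre1-1* and 4915 (97.0%, from 96.5% to 97.5%) were not in *nin-1*. Of these, 363 in *cre1-1* and 430 in *nin-1* were under the filter in the mutant. With the block the share for *nin-1* was 93.8%. With 1 replicate number left out at a time it lay between 91.5% and 100%. These intervals cover counting error only. The shares moved most with the rule for dependence. A smaller response was called in the interaction for 69.3% of the genes in *cre1-1* and 44.6% in *nin-1*. Over the 3270 genes induced in the wild type and tested in *cre1-1*, the median log2 fold change was 0.99 in the wild type and 0.09 in the mutant. Over the 3213 tested in *nin-1*, it was 0.99 and 0.13, and all 4 medians stayed the same with genes at or under 3 reads set to their bound. The interaction was called for 4026 genes in *cre1-1*, and all 3509 of them that were called in the wild type differed against the direction of its response. It was called for 2821 genes in *nin-1*, and 2257 of the 2304 called in the wild type differed in this way. Without replicate 2 the count in *nin-1* was 1276. *LBD16* rose in *nin-1* from 0.919 ± 0.236 to 4.29 ± 0.864 RPKM (SD, n = 3 libraries each; log2 fold change 1.75, standard error 0.21, adjusted p = 0.0187 from limma), and lost its call in 6 of 16 alternatives (adjusted p from 0.0031 to 0.161), among them each fit without 1 library except the one without *S. meliloti* replicate 1. Its response there differed from that in the wild type (interaction -2.13 on the log2 scale, standard error 0.22, adjusted p = 6.5e-05 from limma). In *cre1-1* *LBD16* was not called (log2 fold change 0.89, adjusted p = 0.586 from limma), and *NIN* was, with a log2 fold change of 1.46 (standard error 0.16, adjusted p = 0.0166 from limma) that lost its call in 8 of 16 alternatives (adjusted p from 0.0005 to 0.263), among them each of the 6 fits without 1 library. With 3 libraries against 3, the two-sided exact permutation test of a single gene cannot give a p under 0.1. From these comparisons, the paper states that the genes responding to *S. meliloti* depend on *CRE1* and *NIN*.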

Genes dependent on *LBD16* showed almost complete overlap with *CRE1* and *NIN* dependencies with the exception of infection-associated genes in the root epidermis and some nodule-specific genes (Figures 5A, 5B, and S2). Such a large overlap between *NIN*- and *LBD16*-dependent gene expression suggested the possibility that *LBD16* may function downstream of *NIN* and may be required for *NIN* induction of nodule initiation. 

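A gene was counted as dependent on a mutated gene when it was called at 24 hpi in the matching wild type and not called in the same direction in the mutant. By this rule, 4900 genes were dependent on both *CRE1* and *NIN*, 122 on *CRE1* alone and 15 on *NIN* alone. The other 29 of the genes called in wild-type jemalong kept their call in both mutants, where independent sets of these sizes give 1.31 (two-sided Fisher's exact test across genes, p = 5.6e-35). Dependence on *LBD16* was counted in R108 for 3175 genes, in both directions. Of these, 2224 (70.0%) were also dependent on *NIN*, and 951 were not, among them genes not called in wild-type jemalong. Another 2691 genes were dependent on *NIN* and outside the *LBD16* set. No gene was called in *lbd16-1*, so every gene called in R108 is in the *LBD16* set. The 2691 genes are thus genes not called in R108, and none was shown to be independent of *LBD16*. The genes shared by the *NIN*-dependent and *LBD16*-dependent sets can only be genes called in both wild types, which were 73.2% of the genes called in R108. There were 2325 such genes, and 54.2% of the genes called in jemalong were not called in the same direction in R108. From the overlap of the 2 sets, the paper proposes that *LBD16* may function downstream of *NIN*.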

Consistent with such a hypothesis, we observed that overexpression of *NIN* is sufficient to activate *LBD16* expression along with its known target *NF-YA1* [10] (Figure S5L).

During nodulation, auxin accumulation and auxin signaling are activated by cytokinin at the site of rhizobial infection in a *CRE1*-dependent manner [22, 38], and we found that auxin accumulation in spot-inoculated root sections was *CRE1*- and *NIN*-dependent (Figure S6D). Wild-type *M. truncatula* roots respond to cytokinin treatments with upregulation of nodule-associated transcriptional regulators including *NIN*, *NF-YA1*, and *NF-YB16* and auxin-associated genes including *LBD16*, *PLT3*, *STY*, and *YUC* (Figures 7A and S6B). Furthermore, such cytokinin treatment is sufficient to promote cell-cycle activation in the root cortex, as evidenced by EdU staining (Figures 7B, S6A, and S6C). Such cytokinin responses are abolished in *cre-1-1* and *nin-1*, consistent with their role in cytokinin signaling and response. While cytokinin treatment of *lbd16-1* resulted in *NIN* and *NF-YA1* induction, we found that the induction of *STY* and *YUC* by cytokinin was significantly reduced in *lbd16-1*, as was the induction of *CYCLINA;3*. By contrast, loss of *NF-YA1-1* function appeared to have little effect on gene regulation and cell-cycle activation by cytokinin. We conclude that cytokinin promotion of auxin biosynthesis and cell division, which appears to uniquely occur in roots during nodulation, is the function of *NIN* and *LBD16.*

**Figure 7:**
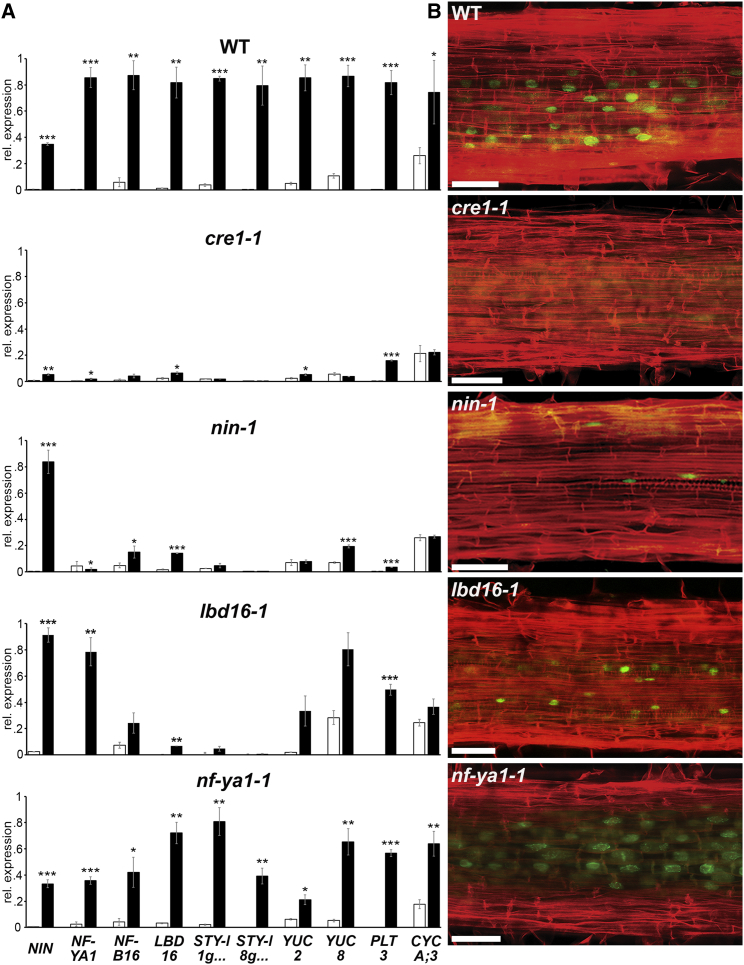
*NIN* and *LBD16* Mediate Auxin Regulators and Cell-Cycle Activation in Response to Cytokinin (A) Expression profiling on root segments treated with 100 nM (6-Benzylaminopurine) BAP for 24 h by qRT-PCR normalized to *HH3*. Statistical comparisons were performed between mock (white bars) and BAP (black bars). Values are the mean ΔCt values of three biological replicates normalized to the maximum value obtained for that gene within the ecotype. Data are presented ± SEM (Student’s t test; ^∗^p < 0.05; ^∗∗^p < 0.01, ^∗∗∗^p < 0.001). (B) Representative optical sections (≥20 roots analyzed) in root segments (susceptibility zone) treated with 100 nM BAP. Red, cell walls; green, cell-cycle activation. Scale bars: 50 μm. See also Figures S6A–S6C.

## Discussion

Our work demonstrates that lateral root and nodule development converge on a core root developmental program primarily associated with the formation and interpretation of a localized auxin maximum. The induction of this core developmental program is in part dependent on *LBD16*, which shows similar patterns of expression during nodule and lateral root development. *LBD16* has been shown to promote root organogenesis in response to an array of environmental stimuli, including hydropatterning and wounding [39, 40], and our work further supports the essential role that *LBD16* plays as a key integrator in the adaptation of root system architecture. We propose that the integration of *LBD16* into the symbiotic response to rhizobial bacteria is responsible for the recruitment of a core root developmental program and represents a point of convergence between nodule and lateral root development.

Nodulation is restricted to a group of plants in the so-called “nitrogen-fixing clade” and is specifically associated with the accommodation of nitrogen-fixing bacteria. A diversity of species within this clade show nodulation, and recent studies imply a single origin for the emergence of nodulation within this clade [41, 42]. Actinorhizal species (nodulating species outside the legumes) show nodules that possess a centralized vasculature [43], similar in morphology to lateral roots. Considering the new insights in nodule evolution, it seems likely that the unique architecture of the legume nodule is a derived state from the more primitive structures shown by actinorhizal plants. This is consistent with our studies that demonstrate a 75% overlap in the gene expression changes induced in lateral roots and nodules. We suggest that the initial stages of nodule evolution involved the recruitment of lateral root organogenesis into a symbiotic program, with later adaptations that created the unique features of the nodule.

The overlap between nodules and lateral roots appears to primarily converge on the response to an auxin maxima at the site of nodule and lateral root initiation. The auxin maxima during nodule formation was thought to be primarily caused by cytokinin and/or flavonoid-derived suppression of polar auxin transport [3, 22, 23]. However, here, we show that *YUC*s are activated below the site of the developing nodule primordia, and this precedes marker genes for auxin responses. We suggest that it is a combination of localized auxin biosynthesis, coupled with changes in polar auxin transport, that both contribute to the auxin maxima that forms in response to rhizobial recognition. Localized increases of intracellular auxin levels, mediated by *YUC*, have been proposed to promote further auxin accumulation in *Arabidopsis* leaves via reorientation of PIN-FORMED (PIN) proteins [44]. A similar situation could exist during nodulation whereby initial activation of local auxin biosynthesis below the site of rhizobial perception could modulate polar auxin transport to further promote auxin accumulation [24, 28].

Upregulation of *LBD16* upon rhizobial spot inoculation coincides with the formation of the auxin maxima and precedes activation of the cell cycle, implying an early role for *LBD16* in this process. Loss-of-function analysis showed that *LBD16* is necessary for the appropriate initiation of root and nodule primordia, and ectopic expression of *LBD16* showed promotion of root primordia and induction of many regulators of root development that are activated during both nodule and lateral root development. Previous work in *Arabidopsis* has shown that *LBD16* is required for the transition from root-founder cell identity to primordium cell identity, including activation of cell proliferation [40, 45, 46]. Expanding such observations into nodule initiation, we suggest that in the absence of founder cells, promotion of nodules involves activation of root organogenesis via cytokinin, which provides a novel route into the induction of *LBD16* that then promotes primordial cell identity and proliferation. Additional factors must also be induced that promote organ-specific differentiation into lateral roots or nodules.

While nodulating and non-nodulating species of plants respond to auxin treatment with emergence of nodule-like structures [47], only nodulating legumes do so in response to cytokinin [48]. Our work suggests that cytokinin promotion of *NIN* activates *LBD16* that then promotes local auxin biosynthesis through the induction of *STY* and *YUC*. This suggests that modifications to the *NIN*, *LBD16* regulon in legumes allowed a novel root developmental response to cytokinin that is critical for the promotion of nitrogen-fixing nodules. In *L. japonicus*, two *STY* genes are induced during nodulation in a manner dependent on *NF-YA1* [49], a direct target of *NIN.* However, in our work, we see *LBD16* dependence for cytokinin activation of *STY*, but not a dependence on *NF-YA1.* NIN-like proteins function in the adaptive response of roots to nitrogen availability [50, 51], and it is striking that *NIN* has been specifically recruited during the evolution of nodulation with no role in promoting lateral root development (Figure S6E) [41, 42]. The high degree of overlap in nodule and lateral root development implies that engineering efforts to transfer nodule organogenesis to species that lack this trait should focus on the cytokinin induction of root organogenesis, as well as on the functional characterization of components that specifically promote nodule organ identity, rather than the necessity to engineer the entire nodulation developmental program.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Bacterial and Virus Strains**		

*Sinorhizobium meliloti* strain *2011*	[52]	N/A
*Sinorhizobium meliloti* strain *2011 pXLGD4 lacZ strain*	[52]	N/A
*Agrobacterium rhizogenes* strain *AR1193*	[53]	N/A

**Chemicals, Peptides, and Recombinant Proteins**		

buffered nodulation media (BMN)	[54]	N/A
AVG-Cl (Aminoethoxyvinyl glycine hydrochloride)	ABCAM	ab145382, CAS: 55720-26-8
Luteolin	Sigma-Aldrich	L9283,CAS: 491-70-3
Terragreen	Oil-DriCompany	72111537
RNeasy Micro Kit	QIAGEN	Cat 74004
RNase free DNase Kit	QIAGEN	Cat 79254
Indole-3-acetic acid	Sigma-Aldrich	I5148, CAS: 6505-45-9
5-Bromo-4-chloro-3-indolyl-β-D-glucuronic acid, sodium salt trihydrate	Melford Laboratories	CAS:12954-41-9
Magenta-5-Bromo-6-chloro-3-indolyl-β-D-galactopyranoside (magenta-x-gal)	Melford Laboratories	CAS: 93863-88-8
Propidium iodide	Sigma-Aldrich	P4170, CAS:25535-16-4
5-ethynyl-2’-deoxyuridine (EdU)	Invitrogen	A10044
Alexa Fluor™ 488 5-Carboxamido-(6-Azidohexanyl), Bis(Triethylammonium Salt)), 5-isomer	Invitrogen	A10266
α-Amylase from Bacillus licheniformis	Sigma-Aldrich	A3403, CAS: 9000-85-5
RNA Transcriptor First Strand cDNA Synthesis Kit	Roche Diagnostics	04379012001
LightCycler 480 SYBR green I master	Roche Diagnostics	04707516001
6-Benzylaminopurine	Sigma-Aldrich	B3408, CAS:1214-39-7
Dexamethasone	Sigma-Aldrich	D4902, CAS:50-02-2

**Critical Commercial Assays**		

IAA and iP quantification by liquid chromatography-tandem mass spectrometry	[55, 56]	N/A
Illumina TruSeq Stranded mRNA HT kit	Illumina, performed by IMGM Laboratories	20020594
*BsaI-HF*	New England BioLabs	R3535
*BpiI*	Thermo Fisher Scientific	ER1011
T4 DNA Ligase 2,000,000 units/mL	New England BioLabs	M0202T

**Deposited Data**		

Short read sequencing data	this manuscript	GEO: GSE133612

**Experimental Models: Organisms/Strains**		

Medicago truncatula cultivar jemalong	Heritage Seeds Pty, Adelaide, AU	jemalong
Medicago truncatula ecotype R108 incl tnt insertion lines *NF20768 (lbd16-1), NF15962 (lbd16-2), NF20919 (lbd11-1)* originally obtained from Nobel Research institute LLC, Ardmore, USA (Cheng et al., 2014)	this manuscript	*lbd16-1, lbd16-2, lbd11-1*
Medicago truncatula ecotype A17 mutant *cre1-1*	[3]	*cre1-1*
Medicago truncatula ecotype A17 mutant *nin-1*	[5]	*nin-1*
Medicago truncatula ecotype A17 mutant *nfya1-1*	[57]	*nfya1-1*

**Oligonucleotides**		

For qRTPCR and genotyping oligos see Table S1	N/A	N/A

**Recombinant DNA**		

Golden Gate Level 0, distributed via https://www.ensa.ac.uk	GeneArt, Thermo Fisher Scientific	N/A
Binary plasmids generated using Golden Gate Cloning [58], details see Table S2	this manuscript	N/A
Dex inducible system *(GVG and 6xGAL4UAS)*	[59]	N/A

**Software and Algorithms**		

Sequence info M. truncatula Mt4.0v1 genome retrieved Phytozome https://phytozome.jgi.doe.gov	[60, 61]	N/A
R package STAR	[62]	N/A
Feature Counts in R package Rsubread	[63]	N/A
R package edgeR	[64]	N/A
R package DESeq2	[65]	N/A
Synonym locus ID matches obtained from Uniprot	[66, 67]	N/A
fluorescence quantification software in FIJI	[68]	N/A
HMMER3.1b2 HMMSEARCH, HMMALIGN	http://hmmer.org/	N/A
Lotus genome annotation retrieved	ftp://ftp.kazusa.or.jp/pub/lotus/	N/A
Aligning sequences with MAFFTv72712	[69]	N/A
Extacting alignments with Jalview	[70]	N/A
Interactive Tree of Life Visualization Tool iToL	[71]	N/A

### Lead Contact and Materials Availability

Further information and requests for resources and reagents should be directed to and will be fulfilled by The Lead Contact, Giles E.D. Oldroyd (), subject to material transfer agreements. This study did not generate unique reagents.

### Experimental Model and Subject Details

#### Plant material and S. meliloti strains including growth conditions

*Medicago truncatula* ecotypes jemalong, cultivar Jester, and ecotype R108 were used in this study. Jemalong was used to perform spot inoculation and hairy root transformations and as wild-type for comparisons to *cre-1*, *nin-1*, and *nf-ya1-1*, previously described [3, 5, 57]. All *Tnt1* retrotransposon insertion lines described (*NF20768 (lbd16-1)*, *NF15962 (lbd16-2)*, and *NF20919 (lbd11-1*) were derivatives of the R108 ecotype and obtained from the *Tnt1* Retrotransposon Mutant Collection (Noble Research Institute, Ardmore USA [72]; and as such R108 was used as the wild type for analysis of these mutants. Genotyping was performed using TntF and TntR oligos combined with the corresponding forward and reverse oligos encompassing the insertions (Table S1).

Seeds were scarified, surface sterilized with 10% (v/v) bleach solution, stratified for 3 days at 4°C and germinated on water agar plates. Plants were grown in sterile conditions in controlled environment rooms at 22°C (80% humidity, 16 h light/8 h dark, 300 μmol m2 s-1 light intensity) on filter paper-lined agar media in sealed plates unless otherwise specified. For spot inoculation seedlings were grown for 2 days on buffered nodulation medium (BNM) [54] supplemented with 1 μM aminoethoxyvinylglycine (AVG; Sigma-Aldrich Company Ltd, Darmstadt, Germany) at 22°C (16 h light/8 h dark, 300 μmol m-2 s-1 light intensity). *Sinorhizobium meliloti* strain *2011* [52] was grown in minimal medium supplemented with 3 μM luteolin (Sigma-Aldrich Company Ltd, Darmstadt, Germany) and diluted to a final concentration of 0.02 OD 600 nm using Fahraeus medium. The mock treatment consisted of Fahraeus medium with luteolin diluted to an equivalent concentration as the inoculum. Approximately 1 μL of *S. meliloti* suspension or mock treatment was inoculated onto the susceptibility zone (where the root hairs first appear) and marked by puncturing the filter paper alongside the site of inoculation. After periods ranging from 0 to 168 h, 2 mm sections of the root alongside the site of inoculation were harvested for RNA isolation or microscopy.

For spray inoculation of *S. meliloti* for plants grown on plates, seedlings were grown under similar conditions as described above. Roots of 1-day-old seedlings were covered with filter paper and sprayed with 2 mL *S. meliloti* of final concentration 0.02 OD 600 nm grown in minimal medium without luteolin. For inoculation of hairy roots, composite plants were transferred to terragreen:sharp sand mix (1:1) (Oil-DriCompany, Wisbech, UK) in P60 trays and left to grow for 7 days before inoculation with *S. meliloti 2011 pXLGD4 (lacZ)* (1.5 mL of overnight culture per plant diluted in liquid BNM to 0.02 OD 600 nm). Plants were grown for up to a further 4 weeks for nodule quantification and histochemical staining.

#### Bacterial strains

*Agrobacterium rhizogenes strain AR1193* was used to introduce all binary vectors used in this study (Table S2) to *M. truncatula* jemalong seedlings following a previously published transient hairy root transformation protocol [53].

### Method Details

#### Lateral root induction using gravi-stimulation

For lateral root induction [29], seedlings were grown for 2 days on modified Fahraeus medium plates and turned 135° for 12 h, then subsequently returned to their original orientation. Control plants were marked at the root tip at the time point of turning but left to grow straight. After periods ranging from 12 to 72 h, material was harvested for RNA isolation or microscopy or lateral roots were left to grow for 5 days before lateral root number was scored.

#### Construct production

The Golden Gate modular cloning system was used to prepare the plasmids [58]. This included a restriction digest-ligation protocol of 25 cycles of 3 min at 37°C and 4 min at 16°C using T4 DNA Ligase (New England BioLabs, Ipswich, UK) combined with the restriction enzymes *BsaI*-*HF* (New England BioLabs, Ipswich, UK) and *BpiI* (Thermo Fisher Scientific, Waltham, USA) for level1 and level2 assembly, respectively. All Level 0 s used in this study are held for distribution in the ENSA project core collection (https://www.ensa.ac.uk/) and are listed along with the binary plasmid details in Table S2. Sequences were domesticated, synthesized and cloned into pMS (GeneArt, Thermo Fisher Scientific, Waltham, USA). Sequence information for *Medtr7g096530 (LBD16)*, *Medtr4g060950 (LBD11)* and *Medtr6g086870 (YUC2)* and *Medtr7g099330 (YUC8)* were obtained from the *M. truncatula* Mt4.0v1 genome via Phytozome (https://phytozome.jgi.doe.gov) [60]. The Dex-inducible system (*GVG* and *6xGAL4UAS*) was adapted from the original system [59].

#### Hairy root transformation

Transformed *Agrobacterium* strains *AR1193* [53] harboring the binary vectors (Table S2) including the *AtUBI:dsred* selection marker were cultured on LB medium plates supplemented with the corresponding antibiotics for 36 h at 28°C. For transformation, *Agrobacteria* were washed off the plates and resuspended using 1 mL of distilled water. The bacterial suspension was used to dip 1-day old seedlings after the root tip had been cut off (1/4 of total root length). Dipped seedlings were subsequently transferred to and grown on modified Fahraeus medium plates for 3 weeks. Selection was performed using a Leica M205FA stereo microscope with LED illumination and filters for *dsred*. Images of hairy root structures were obtained using a Leica DFC310FX color camera (Leica Microsystems, Wetzlar, Germany).

#### Hormone and chemical treatments

Dexamethasone (Dex; Sigma-Aldrich Company Ltd, Darmstadt, Germany), indole-3-acetic acid (IAA; Sigma-Aldrich Company Ltd, Darmstadt, Germany) and luteolin were dissolved in 70% ethanol. AVG and 6-Benzylaminopurine (BAP; Sigma-Aldrich Company Ltd, Darmstadt, Germany) were dissolved in water. Mock treatments were equal volumes of each solvent in the agar media. For BAP plate treatments (100 nM) and IAA plate treatments (100 nM) 2-day old seedlings were grown on BNM plates for 24 h with either BAP or IAA and supplemented with 1 μM AVG to replicate spot inoculation conditions. For the lateral root primordium assay 2-day old seedlings were transferred to modified Fahraeus medium supplemented with IAA (100 nm) or mock for 24 h. For Dex treatments, 3-week old plants with transformed roots were transferred to BNM agar plates supplemented with KNO_3_ (potassium nitrate, 2.5 mM) and either Dex (1 μM) or mock treatment, with a piece of filter paper placed over the root systems to ensure full contact with the additives.

#### Hormone quantification by liquid chromatography-tandem mass spectrometry

For extraction of auxin from *M. truncatula* root material, ∼10 mg of snap-frozen spot-inoculated root material was used. Tissue was ground to a fine powder using 3-mm stainless steel beads at 50 Hz for one minute in a TissueLyser LT (QIAGEN, Germantown, USA). Ground root samples were extracted with 1 mL of cold methanol containing [phenyl 13C6]-IAA (0.1 nmol/mL) as an internal standard in a 2-mL eppendorf tube. The tubes were vortexed and sonicated for 10 min in a Branson 3510 ultrasonic bath (Branson Ultrasonics, Eemnes, Netherlands) and placed overnight in orbital shaker at 4°C. The samples were centrifuged for 10 min at 11,500 rpm in a Heraeus Fresco 17 centrifuge (Thermo Fisher Scientific, Waltham, USA) at 4°C, after which the organic phase was transferred to a 4-mL glass vial. The pellets were re-extracted with another 1 mL of cold methanol. The combined methanol fractions were pooled and MeOH evaporated in a speed vacuum system (SPD121P, Thermo Savant, Hastings, UK) at room temperature. Residues were resuspended in 1 mL milliQ (1% formic acid) and then loaded on a 30mg/1cc Oasis MCX cartridge (Waters Corporation, USA). The cartridge was equilibrated with 1 mL of MeOH and 1 mL milliQ (1% formic acid) prior to sample loading. Subsequently the cartridge was washed with 1 mL milliQ (1% formic acid) and eluted with 1 mL of 100% MeOH. The MeOH was evaporated in a speed vacuum (SPD121P, Thermo Savant, Hastings, UK) at room temperature and the residue resuspended in 100 μl acetonitrile:water:formic acid (30:70:0.1, v/v/v). The sample was filtered through a 0.45 μm Minisart SRP4 filter (Sartorius, Goettingen, Germany) and measured on the same day. Auxin was analyzed on a Waters Xevo TQs tandem quadruple mass spectrometer as previously described [55].

#### Gene expression analysis

For spot inoculation and lateral root induction time-course experiments, roots were dissected as 2- to 3-mm segments around the spot of inoculation or mock treatment. For BAP and IAA response experiments, segments were dissected around the susceptibility zone marked at the time of treatment. About 50 to 60 segments were pooled to obtain 1 biological replicate, with 3-6 biological replicates per treatment/genotype were analyzed. RNA was extracted using the RNeasy Micro Kit (QIAGEN, Germantown, USA) and the RNase free DNase kit (QIAGEN, Germantown, USA) was used to remove genomic DNA. For reverse transcription of 1 μg total RNA, Transcriptor First Strand cDNA Synthesis Kit was used according to the manufacturer’s instructions (Roche Diagnostics GmbH). Quantitative real-time polymerase chain reactions (qRT-PCR) were performed in technical triplicates in the LightCycler 480 System using LightCycler 480 SYBR green I master (04707516001, Roche Diagnostics GmbH, Mannheim, Germany) in a total reaction volume of 10 μl. The primer pairs used for gene expression analysis are listed in Table S1.

#### RNA-Seq

RNA sequencing (RNA-Seq) was performed by IMGM Laboratories (Martinsried, Germany). RNA-Seq libraries were prepared with the Illumina TruSeq Stranded mRNA HT kit and sequencing of the libraries was performed on the Illumina NextSeq500 next generation sequencing system using the high output mode with 1 × 75 bp single-end read and 2 x 150 bp paired-end read chemistry (Illumina, Cambridge, UK).

#### Histochemical assays and cellular stains

For GUS or X-Gal staining roots were washed in water and immediately fixed in 90% acetone on ice for 1 h. Subsequently, the acetone was replaced by a wash solution containing 50 mM phosphate buffer pH 7.2. The wash buffer was replaced by GUS staining buffer containing 50 mM phosphate buffer pH 7.2, 0.5 mM K3Fe(CN)6 (potassium ferricyanide), 0.5 mM K4Fe(CN)6 (potassium ferrocyanide) and 2 mM 5-bromo-4-chloro-3-indolyl-beta-D-glucuronide (X-Gluc, Melford Laboratories, Ipswich, UK), vacuum infiltrated for 15 min and incubated at 37°C overnight. For X-Gal staining, the tissue was washed in 50 mM phosphate buffer pH 7.2 and fixed in 2.5% glutaraldehyde by vacuum infiltration for 15 min and incubation at room temperature for 1 h. Tissue was washed 3X in Z-buffer containing 100 mM phosphate buffer pH 7, 10 mM KCl, 1 mM MgCl2 and incubated in X-Gal staining buffer (Z-buffer supplemented with 5 mM K3Fe(CN)6, 5 mM K4Fe(CN)6 and 0.08% Magenta-5-Bromo-6-chloro-3-indolyl-B-D-galactopyranoside; (X-Gal, Melford Laboratories, Ipswich, UK) at 28°C overnight and washed with water 3 times. Tissue was cleared, stored and imaged in chloralhydrate solution. Images were obtained using a Leica DM6000 compound microscope 20X air objective with bright field settings (Leica Microsystems, Wetzlar, Germany).

For combined 5-ethynyl-2-deoxyuridine (EdU; Invitrogen, Thermo Fisher Scientific, Waltham, USA) and modified pseudo-Schiff-propidium iodide (PI; Sigma-Aldrich Company, Darmstadt, Germany) staining, we modified the published method [56] for roots: root segments were transferred to growth medium supplemented with 10 μM EdU. At transfer, plants were covered with filter paper and sprayed with liquid BNM or modified Fahraeus medium supplemented with 20 μM EdU and incubated for 5 min before the filter paper was removed. After 4 additional h of growth on growth media supplemented with EdU, 1 cm root sections centered around the susceptibility zone were dissected and dehydrated for 15 min in an ethanol dilution series (15%, 30%, 50%, 70%, 85%, 95%, and 100% ethanol) and stored in 100% ethanol overnight. The samples were rehydrated through the same ethanol dilution series and incubated at 37°C overnight in 0.3 mg/mL alpha-amylase (Sigma-Aldrich Company, Darmstadt, Germany) in phosphate buffer (20 mM pH 7.0, 2 mM NaCl, 0.25 mM CaCl2). All Edu labeling and PI staining steps were performed at room temperature with gentle shaking. First, the root sections were rinsed in water and incubated in solution containing 10 mM Alexa 488-azide (Invitrogen, Thermo Fisher Scientific, Waltham, USA) and 100 mM Tris pH 8.5 for 1 h, followed by 30 min in solution containing 10 mM Alexa 488-azide, 100 mM Tris, 1 mM CuSO4, 100 mM ascorbic acid, pH 8.5. The roots were subsequently washed three times in water, treated in 1% periodic acid for 30 min, washed twice in water, and incubated in Schiff-PI reagent for 2 h. The samples were cleared with chloral hydrate solution (Sigma-Aldrich Company, Darmstadt, Germany) for 1 h and mounted in Hoyer’s medium [56]. Imaging was performed with a Zeiss 700 confocal scanning microscope with excitation at 488 nm and emission filters set to 572–625 nm for propidium iodide and 505–600 nm for EdU using a 20X air lens objective (Carl Zeiss AG, Oberkochen, Germany). Images were processed using FIJI [73].

#### *DR5::GFP* fluorescence quantification

Individual seedlings stably transformed with a *DIRECT REPEAT5* element driving nuclear localized green fluorescent protein (*DR5::GFP*), were visualized at the site of droplet application using the Leica M205FA stereo microscope with standard microscopy settings (Leica Microsystems, Wetzlar, Germany). The progression of each seedling was tracked by keeping them undisturbed inside the sealed growth plates, with plates removed from the growth chamber only at the visualization time points. The images were analyzed for mean fluorescence inside regions of interest (ROIs, squares with side length equal to the width of the root and centered at the droplet treatment) using FIJI software, similarly to previous studies [73, 74]. At each time point, we quantified the mean fluorescence inside the inoculation spot ROI, and two identically sized ROIs, positioned 3-root widths above and below the site of inoculation. The ratio of inside to average outside fluorescence was then calculated (ROI[spot]/ ((ROI[above]+ROI[below])/2).

#### Phylogenetic analysis

LATERAL ORGAN BOUNDARY (LOB) proteins were detected in the *Arabidopsis*, Medicago and Lotus proteomes using HMMER3.1b2 HMMSEARCH (hmmer.org). The inputs to this program were the Pfam hidden Markov model (HMM), DUF260 (PF00271, Pfam release 30), and the protein datasets from the *Arabidopsis* (Araport11), Medicago (Phytozome, V10) and Lotus genome annotations (ftp://ftp.kazusa.or.jp/pub/lotus/). The protein sequences detected were aligned back to the HMM using HMMER3.1b2 HMMALIGN. Gap columns in the alignment were removed, sequences with less than 70% coverage across the alignment were removed and the longest sequence for each gene from the set of splice versions was used for phylogenetic analysis. Phylogenetic analysis was carried out using the MPI version of RAxML v8.2.9 with the following method parameters set: -f a, -x 12345, -p 12345, -# 100, -m PROTCATJTT. The tree was mid-point rooted and visualized using the Interactive Tree of Life (iToL) tool [68]. Clades that included MtLBD11 and MtLBD16 were pruned from the tree and are displayed in Data S2A.

A similar procedure was used to identify YUCCA genes from the same genomes (Data S2B). The HMM FMO-like (PF00743, Pfam release 30) was used with HMMSEARCH to obtain the proteins. Most proteins showed insufficient coverage across the domain after aligning with HMMALIGN, however most of them aligned well at the N-terminal end of this model. Therefore a new HMM was built by aligning the full lengths of these sequences with MAFFT v7.2712 [71]. The conserved region of the alignment was extracted using Jalview [69] and used to build the new HMM with HMMER3.1b2 HMMBUILD. Then the same procedure as described above for the LOB family was repeated using the new HMM, except that sequences with less than 50% coverage across the alignment were removed before running RAxML.

### Quantification and Statistical Analysis

#### RNA-seq

Reads from the RNA-sequencing experiments provided as raw fastq data were quality controlled and mapped to the *M. truncatula* reference genome version 4.0 (Mt4.0v1) [70] using R package STAR [61]. The counts and RPKM (Reads per kilobase per million mapped reads) values were calculated with featureCounts in R package Rsubread [62]. Non-metric multidimensional scaling was exploited to account for outliers. At least 3 biological replicates were always included in the full analysis. Genes that showed low expression throughout all samples were removed by measuring CPM (counts per million) values using R package edgeR [63]. Differentially expressed genes (DEGs) were identified by pairwise comparisons of raw counts of mock treatment versus experimental treatment, using the R package DESeq2 [64] with the threshold of absolute fold change of over 1.5 and a false discovery rate (FDR) corrected p value more significant than 0.05. The heatmaps of differential expression were plotted with R package pheatmap. The synonyms for *M. truncatula* locus ids were obtained by manual curation and by retrieving names from the Uniprot database using BLAST matches [65, 66]. The descriptions for each genes were obtained from Phytozome (Data S1).

#### qRTPCR

Expression values of minimum three biological replicates in three technical replicates were analyzed using the Pfaffl method with histone H3 (HH3) as reference [67]. Statistical comparison was performed between WT and mutants or treatment and corresponding mock. Values depicted in bar charts are the mean of minimum 3 biological replicates ± SEM (Student’s t test; ^∗^ p < 0.05; ^∗∗^ p < 0.01, ^∗∗∗^ p < 0.001).

#### Phenotyping

Data on number of lateral roots and nodules was depicted in boxplots which show the median (thick line), second to third quartiles (box), minimum and maximum ranges (lines), and outliers (single points). Normal distribution of data was tested using the Shapiro-Wilk normality test. For pairwise comparisons statistical analysis was performed using either unpaired Student’s t test, Wilcoxon test or Fisher’s exact test. For multiple comparisons, one-way analysis of variance (one-way ANOVA) or one-way Kruskal-Wallis rank sum test, followed by Tukey multiple comparisons of means or Dunn test. The R statistical package was used for these analyses. Sample size n is provided in the figure legends and refers to the number of individual plants. Statistical tests and significance levels are provided in the figure legends.

### Data and Code Availability

The short-read sequencing data generated in this study have been deposited at the National Center for Biotechnology Information Gene Expression Omnibus, with accession number GEO: GSE133612. Lists of differentially expressed genes are compiled in Data S1.

How the deposited data were processed for this re-analysis (not part of the article)

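The data are the processed values of 240 RNA-seq libraries of *M. truncatula* roots in 59 conditions, with 3 to 6 libraries each. They cover wild-type jemalong roots after spot inoculation with *S. meliloti* or mock at 15 time points, jemalong roots with and without gravitropic stimulation at 6 time points, *cre1-1* and *nin-1* roots at 12 and 24 hpi, R108, *lbd16-1* and *lbd11lbd16* roots at 24 hpi, and hairy roots that overexpress *LBD16*, *LBD11* or GFP. Samples were grouped by the genotype, treatment and time in their labels, with allele names from the Figure 5 legend. Each library was made from a pool of root segments.

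According to the paper's methods, the authors mapped the reads with STAR to the Mt4.0v1 genome, counted them on genes with featureCounts of the Rsubread package, looked for outliers by multidimensional scaling, removed genes with low expression by their CPM with edgeR, and compared mock and treated samples in pairs with DESeq2 on the raw counts, at a fold change over 1.5 and a false discovery rate under 0.05. The values used here are from before that removal, since each table lists 50894 genes. The authors deposited RPKM values in 6 of the 7 tables and FPKM values in the table of R108, *lbd16-1* and *lbd11lbd16*. Both are reads per kilobase of gene, scaled to the reads on genes of the library. In 206 libraries the deposited RPKM values were found to hold 1 added read per gene, and in the other 34, those of the R108 and overexpression tables, no read was added. All of the values (100%) convert back to whole reads, with gene lengths between 60 and 16158 bp (median 963 bp). The filter of 0.5 is passed by 1722 genes on the added read alone at the median library size. In the R108 and overexpression tables, 16 columns match no sample and were not used. Reads of near-identical gene copies could be split between them by the authors' counting, which the deposited values cannot show.

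The reads on genes per library, with the added reads, lay between 6461904 and 42354367 (median 10817020). Between libraries of 1 condition, the squared difference of the reads of a gene was divided by what Poisson counting gives, over genes with at least 100 reads in the pair. The median of this ratio over genes lay between 0.689 and 22.3 in 384 pairs of libraries, with a median of 2.08, where counting alone gives 0.455. Confidence intervals and floors therefore cover counting error only, and the spread between replicates was used wherever groups were compared. A gene with at most 3 reads in every library of a group was treated as at the floor, and its fold change was computed against 3 reads per library as a lower bound.

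The design assumed RPKM or FPKM values and named a count test only if the files held counts, so the test below was used throughout, and the recovered reads served for depth, floors and 1 added alternative. For each of the 30 comparisons of 2 groups, each library was divided by a median-of-ratios factor over the genes at 1 or more in every library of the comparison. Genes at 0.5 or more in as many libraries as the smaller group has were tested with limma 3.58.1 (lmFit and eBayes with trend, two-sided) in R 4.3.3 on log2(value + 0.5), with Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p under 0.05 and a fold change over 1.5. Fold changes are on the log2(value + 0.5) scale, which understates the change of genes with low values. Means and SDs are of the deposited values. Single genes were also compared by a two-sided exact permutation test on the difference of the group means of log2(value + 0.5). The difference in response between a mutant and its wild type was tested in 4 fits as a genotype by treatment interaction. Overlaps of gene sets were compared with Fisher's exact test, one-sided for the lateral root and nodulation sets and two-sided for the overexpression sets, with the genes tested in each of the experiments as background. A gene was counted as dependent on a mutated gene if it was called in the wild type and not called in the same direction in the mutant. The paper's text does not give its rule for dependence. Shares carry a Wilson 95% confidence interval. Reading and plotting used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

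The genes named in the text follow a rule set before the values were seen. It takes every gene with a locus identifier in the paper's text or in the readable part of its supplement that the text or Figures 2A or 5A name, every other gene they name for which a supplied name table gives 1 identifier, and, for spot inoculation at 24 hpi, turned roots at 72 hpi and *LBD16* overexpression, the 2 highest and 2 lowest log2 fold changes among the genes called with a mean of at least 1 RPKM and no overlap between the groups. This gave 9 genes from the paper, of which 8 were analysed here. The name table lists 39590 genes, and 0 of the 50894 identifiers matched it. Of the paper's Data S1, 892 of 27182 rows were at hand, without 13 of its columns, so values from it are given for few genes only.

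The test was also run on simulated data. Reads were drawn for the real genes with 200 genes changed and a dispersion of 0.00639. With 4 libraries per group, 93 of 100 genes changed 2-fold and 100 of 100 changed 4-fold were called, with 9 of 22232 unchanged genes. With 3 per group, 69 and 99 of 100 were called, with 6 of 22573 unchanged genes. In the interaction, 82 and 99 of 100 were called, with 9 of 23523 unchanged genes. In simulated data with no loss of response, 5.10% of 196 genes called with 4 libraries per group were not called with 3. The dispersion was that of mock-inoculated wild-type libraries at 24 hpi, and smaller changes than 2-fold were not simulated. The median ratio to Poisson counting was 2.07 in those libraries. At 24 hpi it was 5.30 and 6.60 in mock and inoculated *nin-1*, and 1.03 and 1.23 in *cre1-1*. The 5.10% therefore does not give the loss expected in *nin-1* or for smaller changes.

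Whether libraries with the same replicate number belong together was checked by the correlation, across genes, of their deviations from their group means. Neither the paper nor the labels say what a number marks. In 3 of the 30 comparisons every pair had a correlation over 0.1: spot inoculation at 0 hpi (0.132 to 0.241) and at 48 hpi (0.222 to 0.455), and *nin-1* at 24 hpi (0.442 to 0.786). Alternatives were run for the counts of called genes at 0, 2, 12, 24 and 168 hpi of spot inoculation. They were also run for turned roots at 12 and 72 hpi, for R108 and the mutants at 24 hpi, and for overexpression. They covered the sets, shares and r of lateral root and nodule development, the mutant shares and the interactions except that of *lbd11lbd16*. Named genes were covered in part of these comparisons. Counts at the other times were recomputed under other scalings only. The alternatives were other pseudocounts (0.1 and 1), no filter on low values, a filter at 1, no scaling, quantile normalization and the replicate number as a block. They were also all libraries of an experiment in 1 fit, no fold change limit or one of 2, other rules for dependence and other time points for the overlap. Each replicate was also left out in turn. Further alternatives were chosen after seeing the data: limma's voom on the recovered reads, the values with the added read subtracted, and, for the *lbd* mutants, a rule of 50% of the wild-type fold change without each *S. meliloti* replicate. The alternatives for the shares of genes changed by *LBD16* overexpression were also added then. Other splits of the same libraries into groups of the same sizes were also tested, at most 100 per comparison.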

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

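In this part, the tests of gene length, of a stronger inoculation, of the spread from replicate 4 and of the library series were chosen after the results were seen. So were the test of sequencing depth and the permutations at 12 hpi. The tests of gene length as the whole cause and of wild-type roots were chosen before theirs. A library far from the others of its group was found in 22 of 137 groups, 79 of them groups of a named gene, where chance alone gives about 6.85.

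In inoculated *lbd16-1* roots, replicate 4 lay far above the other 3 libraries for *LBD16* (3.86 against 0.472 to 0.977 FPKM), *NIN* (31.1 against 4.08 to 7.44 FPKM) and *YUC8* (1.99 against 0.458 to 0.617 FPKM). In inoculated *lbd11lbd16* roots, replicate 4 was the only library with reads of the STY-like gene Medtr8g076620 (0.218 FPKM, the others at 0). Over the 2310 genes induced in R108, the median share of the R108 level that was regained was 6.35%, 27.4%, 11.6% and 61.8% in *lbd16-1* replicates 1 to 4 and 16.9%, 18.1%, 6.41% and 80.0% in those of *lbd11lbd16*. Wild-type roots in the 2 libraries would bring back genes that the mutants express less with or without rhizobia. Over 21 such genes in *lbd16-1* and 19 in *lbd11lbd16*, replicate 4 regained a median of 0.814% and 0% of the R108 level. This argues against R108 roots in the 2 libraries. It cannot exclude roots with intact *LBD16* that also express these genes less, since such roots would not bring them back. *LBD16* itself regained 15.0% and 16.4% in replicate 4, against 1.01% to 3.17% and 1.42% to 9.02% in the other inoculated libraries of each mutant. By the mean log2(FPKM + 0.5) of the induced genes, replicate 4 lay 0.421 above the highest other inoculated library in *lbd16-1* and 0.673 in *lbd11lbd16*. Among the other 10 inoculated libraries of the experiment, the slope of this mean on log2 reads within groups gives the reads of replicate 4 a rise of at most 0.155 and 0.529 (upper 95% confidence limits). This argues against sequencing depth as the whole cause. A stronger inoculation of all plants numbered 4 cannot be told apart from a stronger response of these mutant plants. By the mean of its induced genes the R108 library numbered 4 ranked 4 of 4, but nothing shows that equal numbers were inoculated together. No biological explanation was tested.

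The spread from this library may be part of why no gene was called in *lbd16-1*, since 243 genes were called without it. This is not specific to replicate 4, since 100 genes were called without *S. meliloti* replicate 1. In *lbd11lbd16* 0 genes were called without replicate 4, as with all libraries, where 1406 of 21757 genes had an unadjusted p under 0.05. Without *S. meliloti* replicate 3, 34 genes were called there.

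Other single libraries of this experiment lay apart. *YUC8* was at 0.244 FPKM in mock-inoculated *lbd16-1* replicate 3 (the others 0.439 to 0.463 FPKM). The STY-like gene Medtr8g076620 was at 0.0392 FPKM in mock-inoculated R108 replicate 3 and at 0.0117 FPKM in mock-inoculated *lbd16-1* replicate 2, with the others of each group at 0. The mean log2(FPKM + 0.5) of the induced genes was 4.25 in inoculated R108 replicate 2 (the others 3.94 to 3.99). In hairy roots, the same STY-like gene was at 8.71 RPKM in pLjUBI:LBD16 replicate 4 (the others 11.2 to 11.6 RPKM). No technical or biological explanation was tested for these.

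At 12 hpi, *YUC8* was at 0.201 RPKM in *S. meliloti* replicate 1 (the others 1.28 to 1.46 RPKM) and *NIN* at 3.13 RPKM in mock replicate 3 (the others 0.747 to 1.20 RPKM). At 14 hpi, *S. meliloti* replicate 1 had 6461904 reads (the others 11030517 to 11811284). *S. meliloti* replicate 1 at both times and mock replicate 3 at 14 hpi also stood apart in their gene lengths. Across genes, the deviation of a library from its group had a Spearman's rho with gene length of -0.591 (median of the 3 libraries). The other 10 libraries of these conditions had values of -0.324 to 0.461, and all 237 other libraries had values of -0.406 to 0.461. A bias by gene length is thus a candidate explanation for how these 3 libraries differ. It is argued against as the whole cause of the weak response of replicate 1 at 12 hpi. After the trend with length was removed, the genes induced at 24 hpi had a mean log2 response of 0.117 in replicate 1 (0.124 before), against 0.317 to 0.399 in the other 3. A weaker response of its plants and a later sampling of the others stay open and were not tested.

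The remaining libraries lay apart at other times. *YUC8* was at 1.60 RPKM in turned roots at 72 hr, replicate 3 (the others 1.12 to 1.19 RPKM), and *LBD4* at 28.3 RPKM in *S. meliloti* replicate 2 at 24 hpi (the others 32.8 to 33.5 RPKM). The reads per library were 14184124 in mock replicate 3 at 2 hpi (the others 10283041 to 11672030), 21801789 in mock replicate 1 at 4 hpi (8669413 to 11450454), 15569136 in *S. meliloti* replicate 3 at 10 hpi (9945190 to 10573944) and 11228104 in *S. meliloti* replicate 1 at 16 hpi (9545642 to 9814246). At 72 hpi they were 12781130 in *S. meliloti* replicate 1 (7660147 to 8242802) and 11629963 in mock replicate 3 (8636168 to 8933826). In the lateral root series they were 11270561 in control replicate 3 at 12 hr (9825258 to 10060922) and 12930927 in turned replicate 1 at 24 hr (9915873 to 10406967). No technical or biological explanation was tested for these.

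The response at 24 hpi differed between genotypes for 4026 genes in *cre1-1*, 2821 genes in *nin-1* and 1289 genes in *lbd16-1* (interaction in limma). After each gene's genotype difference was removed, 1 of 100 permutations of the genotype labels, the real one, called as many genes in each of the 3 tests, with at most 2, 1 and 60 genes in the other permutations. For *cre1-1* and *nin-1* the log2 differences in response were -3.0 and -2.13 for *LBD16*, -1.80 and -2.37 for *LBD11*, -3.27 and -3.52 for *YUC2*, -1.64 and -1.67 for *YUC8*, and -1.02 and -1.08 for *CDKB2;2*. They were -1.12 and -1.25 for the STY-like gene Medtr8g076620, which had at most 3 reads in every *cre1-1* and *nin-1* library at 24 hpi. In *cre1-1* they were -3.89 for *NIN* and -0.97 for *LBD4*. In *lbd16-1* the difference was -2.18 for *LBD16*, the gene that is mutated there.

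The wild type and the 2 jemalong mutants carry different library series at 24 hpi. That comparison alone cannot tell a weaker response of the mutants from a difference between series. At 12 hpi the 3 genotypes share 1 series. There the genes induced in the wild type at 24 hpi had a median log2 fold change of 0.0084 in *cre1-1* and -0.057 in *nin-1*, against 0.19 in the wild type. Over these genes the response was smaller than in the wild type for 73.0% in *cre1-1* and 76.5% in *nin-1*, with median differences of -0.19 and -0.23, and the interaction was called for 55 and 15 genes. A median difference as low was given by 2 and 5 of 100 permutations of the genotype labels within treatments, the real one included. As high a share of smaller responses was given by 8 and 6 of them, and other permutations called up to 68 and 350 genes. The mutants thus responded less within 1 series, by an amount set apart from other permutations for the median in *cre1-1* and not in *nin-1*. The small response of the wild type at that time keeps the question at 24 hpi open. The biological explanation that the design names, the mutated gene, stays open with it. R108 and *lbd16-1* carry 1 series, but the count of 1289 genes depended on single replicates, with 16 genes without replicate 3 and 2083 without replicate 4.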

How the results depend on the processing

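All alternatives below were set before the data were examined, except limma's voom on the recovered reads, the subtraction of the added read, the fits of the 50% rule without 1 *S. meliloti* replicate, and those for the shares of genes changed by *LBD16* overexpression, which were chosen after seeing the data. A count was taken as unmoved within 1.5 times the count reported, a share of genes not called in a mutant within the Wilson 95% confidence interval of the share reported, and r within 1 SD of the fits without 1 replicate number. The shares common to lateral root and nodule development, and those changed by *LBD16* overexpression, were judged by the direction and the threshold of Fisher's exact test, whatever their size. By these rules 328 of 448 values under the alternatives set before were unmoved, and 120 moved. The unmoved ones include shares of 42.4% of the genes higher and 19.6% of the genes lower in turned roots when spot inoculation at 24 hpi alone was used (76.0% and 83.4% as reported). Of all genes tested, 15.4% were called higher and 6.45% lower at that time point. Of the values under those chosen later, 76 did not move and 15 did. Among the named genes, the alternatives set before gave 760 unchanged calls, 54 that were lost, 9 that were gained and 1 reversed direction, and those chosen later gave 79 unchanged and 7 lost. Except where an alternative changes the number of libraries, the fold change limit or the rule for dependence itself, the cause was not tested for any value in this part.

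The reversed direction was that of *LBD11* in turned roots at 72 hr without turned replicate 1 (log2 fold change 0.011, adjusted p = 0.980 from limma, against -0.24 and 0.577 with all libraries). Across the fits without 1 library it ran from -0.49 (without turned replicate 4) to 0.011. *LBD11* was not called there under any alternative, with adjusted p from 0.202 to 0.980.

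Without a filter on low values, 213 genes were called at 2 hpi (8 as reported), 46 in turned roots at 12 hr (112 as reported), and r at 72 hpi was 0.534 (0.630 as reported). With a filter at 1, 2 genes were called at 0 hpi (0 as reported, with 1640 at an unadjusted p under 0.05), and r was 0.662. With a pseudocount of 0.1, 24 genes were called in *lbd16-1* and 8 in *lbd11lbd16* (0 as reported in both), and the shares of induced genes not called were 99% and 99.7% (100% as reported). With quantile normalization, 1 gene was called at 0 hpi, 5 at 2 hpi, 6 in turned roots at 12 hr and 164 in *nin-1* (280 as reported), and the shares not called were 99.4% in *cre1-1* (99.1% as reported) and 98.4% in *nin-1* (97.0% as reported).

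With the replicate number as a block, 32 genes were called at 2 hpi, 18 in turned roots at 12 hr, 8 in *cre1-1* (48 as reported) and 832 in *nin-1*, and the shares were 99.9% in *cre1-1* and 93.8% in *nin-1*. Of the comparisons whose libraries pair by number, the block changed no other call by over 1.5 times. With all libraries of an experiment in 1 fit, 93 genes were called at 0 hpi, 79 at 2 hpi, 880 at 12 hpi (221 as reported), 429 in turned roots at 12 hr, 85 in *cre1-1*, 30 in *lbd16-1* and 56 in *lbd11lbd16*, r was 0.585, and the shares were 98.5% in *cre1-1*, 96.5% in *nin-1*, 98.8% in *lbd16-1* and 97.8% in *lbd11lbd16*. With voom, 3 genes were called at 2 hpi, 31 in turned roots at 12 hr, 0 in *cre1-1* (where 1865 had an unadjusted p under 0.05 as reported) and 79 in *nin-1*, with shares of 100% and 99.2%. With the added read subtracted, 2 genes were called at 0 hpi.

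Without a fold change limit, which can only add genes, 10398 genes were called at 24 hpi (5066 as reported), 6019 in R108 (3175 as reported), 7466 and 4382 with *LBD16* and *LBD11* overexpression (3943 and 2628 as reported), and 6487 lower in turned roots at any time point (4176 as reported). The shares were 99.6% in *cre1-1* and 98.5% in *nin-1*, and the interaction with *cre1-1* was called for 6263 genes (4026 as reported). With a limit of 2, which can only remove genes, 5 were called at 2 hpi, 1988 at 24 hpi, 49 and 3606 in turned roots at 12 and 72 hr (8016 as reported at 72 hr), 1291 in R108, and 1726 and 1150 with *LBD16* and *LBD11* overexpression. Over all time points 3056 were higher in turned roots (5381 as reported) and 1201 lower. With this limit r was 0.652, the shares were 97.8% and 93.5%, and the interactions were called for 1693 genes in *cre1-1*, 1586 in *nin-1* (2821 as reported) and 448 in *lbd16-1* (1289 as reported).

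Over all genes tested in both comparisons r was 0.615, and Spearman's rho was 0.668. Under the rule that the log2 fold change in the mutant is under 50% of the one in the wild type, the shares were 95.8% in *cre1-1*, 86.9% in *nin-1*, 86.2% in *lbd16-1* and 76.5% in *lbd11lbd16*. Under the interaction rule they were 69.3%, 44.6%, 42.2% and 0%, the last with 2460 genes at an unadjusted p under 0.05, and under the rule of an unadjusted p of 0.05 or more they were 87.1%, 91%, 55.3% and 77.5%. Over induced genes alone they were 98.8% in *cre1-1* and 95.8% in *nin-1*.

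Across the fits that each left out 1 library, the counts ran from 0 to 5 genes at 0 hpi (without *S. meliloti* replicate 1), from 3 to 20 at 2 hpi (without mock replicate 1 and *S. meliloti* replicate 1), from 133 to 430 at 12 hpi (without *S. meliloti* replicates 2 and 1), from 1 to 298 in turned roots at 12 hr (without turned replicate 1 and control replicate 3), from 27 to 60 in *cre1-1* (without mock replicate 1 and *S. meliloti* replicate 2), from 45 to 415 in *nin-1* (without mock replicate 3 and *S. meliloti* replicate 1), from 0 to 243 in *lbd16-1* (without *S. meliloti* replicate 4), from 0 to 34 in *lbd11lbd16* (without *S. meliloti* replicate 3), and from 1746 to 2455 with *LBD11* overexpression (without pLjUBI:LBD11 replicate 3 and GFP replicate 1). With 1 replicate number left out of each group, from 2697 to 4518 genes were lower in turned roots (without replicates 2 and 4), r ran from 0.613 to 0.640, the interactions from 1276 to 3433 genes in *nin-1* (without replicates 2 and 1) and from 16 to 2083 in *lbd16-1* (without replicates 3 and 4), and the shares from 99% to 99.9% in *cre1-1* and from 91.5% to 100% in *nin-1*. In the *lbd* mutants the shares ran from 99.1% to 100% and from 99.3% to 100% under the rule reported, and under the 50% rule they were 77.8%, 86.2%, 81.0% and 92.4% in *lbd16-1* and 66.8%, 67.0%, 52.0% and 91.9% in *lbd11lbd16* without *S. meliloti* replicates 1, 2, 3 and 4.

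Other scalings moved the split between higher and lower genes. With quantile normalization it was 5 higher and 0 lower at 2 hpi (7 and 1 as reported), 2562 and 1709 at 16 hpi (2957 and 1191 as reported), 4726 and 7195 at 168 hpi (5977 and 5765 as reported), 2 and 4 in turned roots at 12 hr (74 and 38 as reported), and 0 and 0 in *nin-1* at 12 hpi (6 and 0 as reported). Without scaling it was 781 and 266 in turned roots at 36 hr (600 and 354 as reported) and 3366 and 776 at 16 hpi. The median log2 fold change of all genes was -0.11 at 24 hpi, -0.14 at 168 hpi and -0.13 in turned roots at 72 hr with quantile normalization (-0.01, 0.02 and -0.02 as reported).

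The count at 168 hpi stayed within 1.5 times of the reported 11742 under the alternatives run, from 8042 to 14625. The depth of 6461904 to 42354367 reads limits genes with few reads. *NIN* in hairy roots and the STY-like gene Medtr8g076620 in mock roots at 24 hpi had means of 3 reads or fewer, so that a lower level could not be seen.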

Differences from the paper's values

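No test of a cause was made for the differences in this part.

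The shares of dependent genes at 24 hpi were higher here than those the paper states. They were 99.1% for *CRE1*, 97.0% for *NIN* and 100% of the induced genes for *LBD16*. The paper's text gives no rule for dependence. Under the rule of 50% of the wild-type log2 fold change they were 95.8%, 86.9% and 86.2%, lower than the paper's. For the genes that depend on both *NIN* and *LBD16* at 24 hpi, the paper shows about 3500 in Figure 5B, read by eye, and 2224 were found here. The overlap was not computed under the alternatives set before the data were examined. For *NIN*, the log2 fold change at 12 hpi was 3.38 against the paper's 4.48. Of the alternatives set before the data were examined, the gap was within the error with a pseudocount of 0.1 (3.72), without mock replicate 3 (3.62) and without *S. meliloti* replicate 1 (4.09), and it was not under the others, with values between 3.00 and 3.42. limma's voom on the recovered reads, chosen after seeing the values, gave 3.86. At 24 hpi the log2 fold change of *NIN* was 5.37 against the paper's 6.13. None of the alternatives set before the data were examined closed the gap, with values between 4.90 and 5.91, and voom, chosen after seeing the values, gave 6.11. In *cre1-1* it was 1.46 against the paper's 1.83. Of the alternatives set before the data were examined, a pseudocount of 0.1 closed the gap (1.73) and the others, between 1.23 and 1.56, did not. Voom, chosen after seeing the values, gave 1.85.

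The paper states that *LBD11*, *YUC2* and *YUC8* were induced within 12 h of rhizobial treatment. Here none of the 3 was called at 12 hpi, with log2 fold changes of 1.31, 0.84 and 0.59 and adjusted p of 0.0634, 0.323 and 0.409 from limma. Without *S. meliloti* replicate 1 all 3 were called, with log2 fold changes of 1.51, 1.19 and 0.94 and adjusted p of 0.0175, 0.0171 and 0.0394 from limma. *LBD11* was also called with all libraries of the time course in 1 fit (1.31, adjusted p = 0.00172 from limma). Over the alternatives the adjusted p ran from 0.00172 to 0.176 for *LBD11*, from 0.0171 to 0.518 for *YUC2* and from 0.0394 to 0.551 for *YUC8*.

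The paper lists *NIN* among the earliest genes to respond, at 2 hpi. Here it was not called at 2 hpi (log2 fold change 0.61, adjusted p = 0.185 from limma). The paper's own Data S1 gives it a log2 fold change of 0.74 with an adjusted p of 0.118. It was called with no filter on low values (adjusted p = 0.0303 from limma), and over the alternatives the adjusted p ran from 0.0303 to 0.444. In Figure 5A, where colours give log2 fold changes, the paper colours *NIN* and *YUC2* as changed in both *lbd* mutants. A colour is a fold change and not a call. Here both genes were also higher after inoculation in both mutants, but neither was called. The log2 fold changes were 2.04 (adjusted p = 0.143 from limma) and 2.37 (adjusted p = 0.136 from limma) in *lbd16-1*. In *lbd11lbd16* they were 2.58 (adjusted p = 0.499 from limma) and 2.71 (adjusted p = 0.686 from limma). Without *S. meliloti* replicate 4 both were called in *lbd16-1* (1.42, adjusted p = 0.0337, and 1.73, adjusted p = 0.0466, from limma). Over the alternatives the adjusted p in *lbd16-1* ran from 0.0337 to 0.337 for *NIN* and from 0.0466 to 0.328 for *YUC2*. The alternatives were not computed for these genes in *lbd11lbd16*. The paper states that *LBD16* overexpression led mainly to the expression of auxin-associated genes. Of the 2 *YUC* genes named here, *YUC2* was under the filter and *YUC8* was not called in these roots (log2 fold change -0.44, adjusted p = 0.0719 from limma). The STY-like gene Medtr8g076620, which the paper reports as induced, was called higher there (log2 fold change 2.62, adjusted p = 2.1e-06 from limma).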

Other observations

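In this part, the tests of calls that differ between experiments, of set sizes and of the opposite direction were chosen after the results were seen. The splits of the libraries and the test of the shared control were chosen before.

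Each count of called genes was compared with other splits of the same libraries into groups of the same sizes. For spot inoculation, 1 of 35 splits, the real one, called as many genes at 10, 24, 36, 72, 96, 120 and 168 hpi and 1 of 100 did at 12, 14, 16 and 48 hpi. At 48 hpi 1 other split called 3732 genes, against 7194. Where the numbers pair the libraries, the real split was alone among the 32 splits that part every pair at 48 hpi, where the others called at most 1 gene. At 2 and 4 hpi 3 of 100 splits called as many genes, at 8 hpi 2 of 35, and at 0 hpi 35 of 35, since 0 genes were called with 1640 at an unadjusted p under 0.05. In turned roots the real split was 1 of 35 at each of the 6 time points, and for the genes higher or lower at any time point it was 1 of 50 joint splits. It was 1 of 35 in R108 and in each overexpression comparison. In *lbd16-1* and *lbd11lbd16* 35 of 35 splits called as many as the 0 genes called, with 3928 and 1406 at an unadjusted p under 0.05. In *cre1-1* and *nin-1* it was 1 of 10 at both times, and 3 libraries against 3 cannot give a smaller share. For *nin-1* at 24 hpi, where the numbers pair the libraries, it was 1 of the 4 splits that part every pair. The r between the processes at 72 hpi was reached by 3 of 35 splits, but this count decides nothing. Of the other splits, 16 exchange 1 library per group and so keep part of the difference between turned and control roots, and r does not fall with the size of a difference. The 18 splits that exchange 2 libraries per group gave at most 0.476, and with the real one these 19 are too few for a share under 0.05.

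The shares of genes not called in *cre1-1* (99.1%) and *nin-1* (97.0%) were compared with the share expected from calls that differ between experiments without loss of the response. Of the 5066 genes called in jemalong at 24 hpi, 54.2% were not called in R108, and 39.1% were not called in jemalong at 16 hpi. Of the genes induced in R108, 12.9% were not called in jemalong. Differences between experiments alone are thus argued against as the whole cause of the shares in the mutants, although a partial effect of the library series stays open. Of the genes dependent on *CRE1* or *NIN*, 4900 are in both sets, near the most that the sizes of the sets allow. The genes in neither set tell more: 29 genes kept their call in both mutants, where independent sets of these sizes give 1.31. This argues against the sizes of the 2 sets as the whole cause of their overlap. Whether these 29 genes are easier to call was not tested.

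For the genes shared by lateral root and nodule development, it was tested whether a gene called in one experiment tends to be called in another whatever the direction. The opposite direction was called for 15.3% of the genes higher and 14.7% of the genes lower in turned roots, against 76.0% and 83.4% in the same direction and 34.4% of all genes tested, which argues against this explanation. A shared response to growth conditions was not tested.

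The changes in pLjUBI:LBD16 and pLjUBI:LBD11 roots were similar beyond what their shared GFP libraries give. The highest r in simulations of unchanged groups was 0.486, against 0.712, and 75.3% of genes had the same sign, against 65.3% in the simulations. In both, 555 genes were called higher and 932 lower, and 26 were called in opposite directions. That the 2 proteins act on shared genes is a candidate explanation, as a hypothesis from the same data. A response of hairy roots to a strongly expressed transcription factor was not tested.

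In pLjUBI:LBD11 roots, 7.81% of the 4420 genes of nodulation only were called higher, 3.72% of the 1156 of lateral root development only and 3.86% of the 4044 of both, compared with 5.4% of the 12906 other genes (two-sided Fisher's exact test across genes, p = 1.5e-08, 0.013 and 6.3e-05). Lower expression was called for 3.76%, 12.1% and 5.81% of them, compared with 4.90% of the other genes (two-sided Fisher's exact test, p = 0.0016, 6.5e-20 and 0.024). Here too the other genes include genes called lower in nodulation or lateral root development.

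*LBD4* rose at 24 hpi from 10.9 ± 0.775 to 32.0 ± 2.45 RPKM (SD, n = 4 each; log2 fold change 1.50, standard error 0.07, adjusted p = 6.1e-07 from limma). In turned roots at 72 hr it fell from 8.90 ± 3.11 to 4.78 ± 0.577 RPKM (SD, n = 4 each; log2 fold change -0.64, standard error 0.23, adjusted p = 0.0448 from limma), a call lost in 9 of 18 alternatives, among them the fits without each turned library, with adjusted p from 0.0027 to 0.106. The lowest of these 4 was 0.0612 without replicate 1. *CDKB2;2* rose at 24 hpi from 42.7 ± 3.41 to 91 ± 9.22 RPKM (SD, n = 4 each; log2 fold change 1.07, standard error 0.07, adjusted p = 7.6e-06 from limma) and in turned roots at 72 hr from 17.6 ± 10.9 to 62.2 ± 12.1 RPKM (SD, n = 4 each; log2 fold change 2.14, standard error 0.43, adjusted p = 0.0037 from limma).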
